# B cell fate mapping reveals their contribution to the memory immune response against helminths

**DOI:** 10.3389/fimmu.2022.1016142

**Published:** 2022-11-24

**Authors:** Paul Haase, Simon Schäfer, Roman G. Gerlach, Thomas H. Winkler, David Voehringer

**Keywords:** germinal center, plasma cells, fate mapping, helminths, memory responses

## Abstract

An estimated quarter of the human world population is infected with gastrointestinal helminths causing major socioeconomic problems in endemic countries. A better understanding of humoral immune responses against helminths is urgently needed to develop effective vaccination strategies. Here, we used a fate mapping (FM) approach to mark germinal center (GC) B cells and their developmental fates by induced expression of a fluorescent protein during infection of mice with the helminth *Nippostrongylus brasiliensis*. We could show that FM^+^ cells persist weeks after clearance of the primary infection mainly as CD80^+^CD73^+^PD-L2^+^ memory B cells. A secondary infection elicited expansion of helminth-specific memory B cells and plasma cells (PCs). Adoptive transfers and analysis of somatic mutations in immunoglobulin genes further revealed that FM^+^ B cells rapidly convert to PCs rather than participating again in a GC reaction. These results provide new insights in the population dynamics of the humoral immune response against helminths.

## Introduction

Currently about 1.5 billion people worldwide are affected by soil-transmitted gastrointestinal helminths. These pathogens are large and complex multicellular organisms which express multiple antigens both on their body surface and in form of secreted molecules. Helminths often elicit a type 2 immune response which is also characteristic for an allergic immune response and initiated by the cytokine alarmins IL-33, IL-25 and TSLP among other factors (1, 2). This leads subsequently to an increase of Th2 cells and type 2 innate lymphoid cells (ILC2s), secretion of cytokines such as IL-4, IL-5 and IL-13, accumulation of basophils and eosinophils in tissues, activation of goblet cells, mast cells and smooth muscle cells, differentiation of alternatively activated macrophages and high serum levels of IgE and IgG1. Nonetheless, there are several important differences between an allergic type 2 response and the type 2 response against parasites (3). For example, we still do not know the exact mechanisms that regulate differences in the generation, maintenance and recall of the humoral immune response observed during helminth infection versus allergic inflammation (4–6). Several studies demonstrated that B cells and antibodies contribute to protective immunity against gastrointestinal helminths in various ways (7–10). However, the formation and reactivation of memory B cells and antibody-secreting plasma cells (PCs) during primary and secondary helminth infection remains poorly defined.

Several recent studies showed that memory B cells are generally quite heterogeneous and that their functions can be instructed during their ontogeny (11–13). Some reports demonstrated that memory B cells produced early on in the immune response have lower affinity and primarily express IgM and IgD but can re-enter germinal centers (GCs) and create new memory B cells (14–16). In contrast, the memory B cells produced later during the immune response are considered to be the ones with higher affinity of the B cell receptor and rapid conversion to PCs upon antigen challenge to provide fast and highly specific protection (11, 14–17). Nonetheless, it is still debated if GC re-entry of memory B cells is a relevant process or whether their function is mainly to provide immediate protection *via* differentiation to PCs and antibody secretion (13, 18–21). Furthermore, many studies are based on immunization protocols with haptens such as nitrophenol (NP) that allow identification and fate-mapping of B cells specific for a single antigen but does not really reflect the population dynamics of a polyclonal B cell response directed against a complex pathogen with many different antigens in a natural infection model.

Hence, we aimed at investigating the fate of B cells activated during an immune response against helminths using the *Nippostrongylus brasiliensis* infection model of mice. In brief, infective L3 stage larvae are injected subcutaneously and migrate first to the lung and then to the small intestine were they develop to adults and get expelled about 10 days after infection (22). A secondary infection is cleared much more rapidly by several mechanisms including the antibody-mediated activation of basophils (9, 23, 24). We previously showed that B cell-intrinsic expression of the IL-4/IL-13-activated transcription factor STAT6 was required for GC formation during *N. brasiliensis* infection or immunization with OVA/alum or sheep red blood cells (25). In addition, we and others demonstrated that the IgE memory response was preserved on the level of IgG1^+^ B cells in the mesenteric lymph nodes and the bone marrow (26–28). Adoptively transferred memory IgG1^+^ B cells rapidly converted to IgE-secreting plasma cells upon *in vivo* re-challenge (26, 28).

In the present study we used an inducible Cre system to label B cells participating in the immune response against *N. brasiliensis*. These Aid-CreERT2 x tdTomato mice express a tamoxifen-inducible Cre recombinase from the *Aicda* locus enabling temporal Cre activation which in turn removes the stop cassette in front of the tdTomato cassette in the *Rosa26* locus to permanently label those cells and their offspring with the fluorescent protein tdTomato (14). Using this fate mapping approach, we first infected mice with *N. brasiliensis* followed by a single i.p. injection of tamoxifen on day seven after infection. We analyzed the mice on day 10 after primary infection, in the memory phase about 3 weeks after worm expulsion, and on day 10 after a challenge infection. Using flow cytometry, adoptive transfers, ELISA and immunoglobulin (Ig) repertoire analysis we could characterize the fate of GC-derived B cells elicited during primary helminth infection.

## Materials and methods

### Mouse models

Aid-CreERT2^ki/ki^ mice (14) were crossed with R26-LSL-tdTomato^fl/fl^ (Ai14) mice (29) to generate Aid-CreERT2^ki/wt^ x R26-LSL-tdTomato^fl/fl^ mice (Aid-CreERT2 x tdTomato). Ly5.1_ IgH^a^ mice were generated by crossing IgH^a^-B6 mice (B6.Cg-Gpi1a Thy1a Igha/J, available from the Jackson Laboratory) with Ly5.1-B6 mice (B6.SJL-Ptprca Pepcb/BoyJ, available from the Jackson Laboratory). All mice were on C57BL/6 background and housed according to the institutional guidelines. Both male and female mice were used at the age of 8-12 weeks.

### Infection and tamoxifen treatment

Mice received 500 L3 stage larvae of *N. brasiliensis* s.c. in the back whereas control mice received equal volumes of saline solution. Seven days later mice received a single i.p. injection of 1 mg tamoxifen (Sigma-Aldrich) dissolved in Miglyol 812 (Caesar & Loretz). For challenge infection mice received same number of larvae as for primary infection while control mice received 500 L3 larvae for the first time. Mice were analyzed 10 days after primary or challenge infection or during the memory phase at least 28 days after primary infection.

### Flow cytometry

Flow cytometric analysis was performed in accordance to published guidelines (30). Single cell suspensions of bone marrow (BM), mesenteric lymph nodes (mes-LN) and mediastinal lymph nodes (med-LN) were generated by mechanical disruption. Erythrocytes in the BM were lysed with ACK-buffer (0.15M NH_4_Cl, 1mM KHO_3_, 0.1mM Na_2_EDTA) and all cells resuspended in FACS buffer (PBS, 2% FCS, 1 mg/mL NaN_3_). For staining of IgE-expressing cells cytophilic IgE was efficiently removed by short treatment with acetate buffer as described (26). Fc receptors were blocked with anti-mouse CD16/CD32 mAb (BioXcell) for 5 min at RT and the primary antibodies were incubated for 25 min at 4°C in the dark (for list of antibodies used refer to **Supplementary Table S1**).

As secondary staining streptavidin conjugated to BUV 395 was added and the cells were incubated for 20 min at 4°C in the dark. For PCs and GC B cells during primary and secondary infection IgA, IgE and IgG1 were instead intracellularly stained using Cytofix/Cytoperm™ (BD Bioscience) and Phosflow™ Perm/Wash Buffer I (BD Bioscience). Cells were analyzed on a BD LSR-Fortessa instrument (BD Bioscience).

### Adoptive transfer

Cells were isolated from mes-LN and BM on day 28 or later after infection and were purified with the MojoSort™ Mouse Pan B Cell Isolation Kit II (BioLegend). 2-3x10^6^ cells were transferred i.v. into Ly5.1_IgH^a^ recipient mice which had been infected with *N. brasiliensis* three days before. Mice were analyzed on day 10 after infection. BM, mes-LN and med-LN samples were taken for flow cytometric analysis and serum was used for IgE ELISA.

### IgE ELISA

Plates were coated overnight at 4°C with purified rat anti-mouse IgE (BD Bioscience) followed by blocking with 3% BSA. Duplicates for each samples were prepared. Next, plates were incubated at RT with serial dilutions of IgE^a^ or IgE^b^ allotype standard (BD Bioscience) and serum. Afterwards detection antibodies for either total IgE (Southern Biotech), IgE^a^ (BD Bioscience) or IgE^b^ (BD Bioscience) were added. Additional incubation with AP-coupled streptavidin (Southern Biotech) was required for the allotype-specific ELISAs. Freshly prepared PNPP-substrate in AP-buffer (100mM Tris-Cl; 100mM NaCl; 5mM MgCl2; 0.01% NaN3; pH:9.5) was added and absorption was measured at 405 nm on a Multiskan FC photometer (Thermo Fisher). Concentration was calculated using the mean absorption of the respective duplicates using the respective standards. The mean of three to four time points per sample was used to calculate the final concentration. Controls for the specificity of IgE^a^ and IgE^b^ ELISAs are shown in **Figure S4E**.

### Sequencing

Cells were isolated from mes-LN and BM on day 28 or later after infection and on day 10 after transfer and B cells were purified with the MojoSort™ Mouse Pan B Cell Isolation Kit II (BioLegend). For cells after transfer Fc receptors were blocked with anti-mouse CD16/CD32 mAb and the cells stained at 4°C for 30 min for CD45.2 (Biolegend). Cells were sorted for tdTomato^+^ and tdTomato^-^ before transfer and CD45.2^+^ tdTomato^+^ or CD45.2^+^ Tomato^-^ cells after transfer using the S3 sorter (Bio-Rad). The cells were sorted into 1 ml FCS, pelleted and immediately lysed with RLT-buffer (RNeasy-Kit; Qiagen). The lysate was stored at -80°C until RNA isolation. RNA was isolated using the RNeasy micro kit (Qiagen). The samples were prepared for sequencing and analyzed according to the procedures described in (31).Samples were sequenced in an illumina MiSeq machine using the MiSeq Reagent Kit v3 (600-cycle).

### Quantification and statistical analysis

Data are presented as mean values with standard error of the mean (SEM). One-way ANOVA followed by Holm-Sidak test was used for multiple comparisons. Student’s t-testwas used for pair-wise comparisons. Data was log-transformed before analysis of cell count data. Statistical analysis was performed *via* SigmaPlot (Systat Software) and a p-value < 0.05 was considered significant.

## Results

### Population dynamics of fate-mapped GC B cells and plasma cells after *N. brasiliensis* infection

To follow the fate of helminth-elicited GC B cells, we infected Aid-CreERT2 x tdTomato mice with *N. brasiliensis* and injected 1mg tamoxifen on day 7. Mice were analyzed on day 10 after primary infection, during the memory phase after about 28 days, and 10 days after challenge infection. As control we used littermates who received saline solution instead of a primary infection but were otherwise treated the same as the experimental group (**Figure 1A**). The frequency of fate map positive (FM^+^) GC B cells among all GC B cells (B220^+^CD38^lo^GL-7^+^) in mediastinal (med) and mesenteric (mes) lymph nodes on day 10 during 1^st^ infection was around 80% (**Figures 1B, D**). We observed a similar frequency of FM^+^ GC B cells in the control group indicating that GC B cells existing under steady-state conditions in our SPF facility are also efficiently labeled (**Figure 1D**). However, the total number of FM^+^ GC B cells in infected mice was 3-5 fold higher as compared to the saline control group at this timepoint (**Figure 1E**). Control experiments with tamoxifen administration to Cre-negative mice or infections of Cre-positive mice without tamoxifen administration revealed very low background labeling (**Figure S1F**). In the memory phase, the frequency of FM^+^ GC B cells of both groups dropped to 30-40% in both LNs and the total number of FM^+^ GC B cells of the infected group declined to a level comparable to the saline control group (**Figures 1D, E**). Interestingly, after 2^nd^ infection, FM^+^ GC B cells in the infected group remained at 30-40% but total numbers increased again suggesting that they partially participate in a secondary GC response but that also new (FM^-^) B cells constitute at least half of the total GC B cell population (**Figures 1D, E**). Importantly, the saline group showed only 5-10% FM^+^ GC B cells and no increase in total numbers upon *N. brasiliensis* infection (**Figures 1D, E**). Therefore, we conclude that the vast majority of FM^+^ GC B cells after 2^nd^ infection are indeed *N. brasiliensis*-specific B cells.

**Figure 1:**
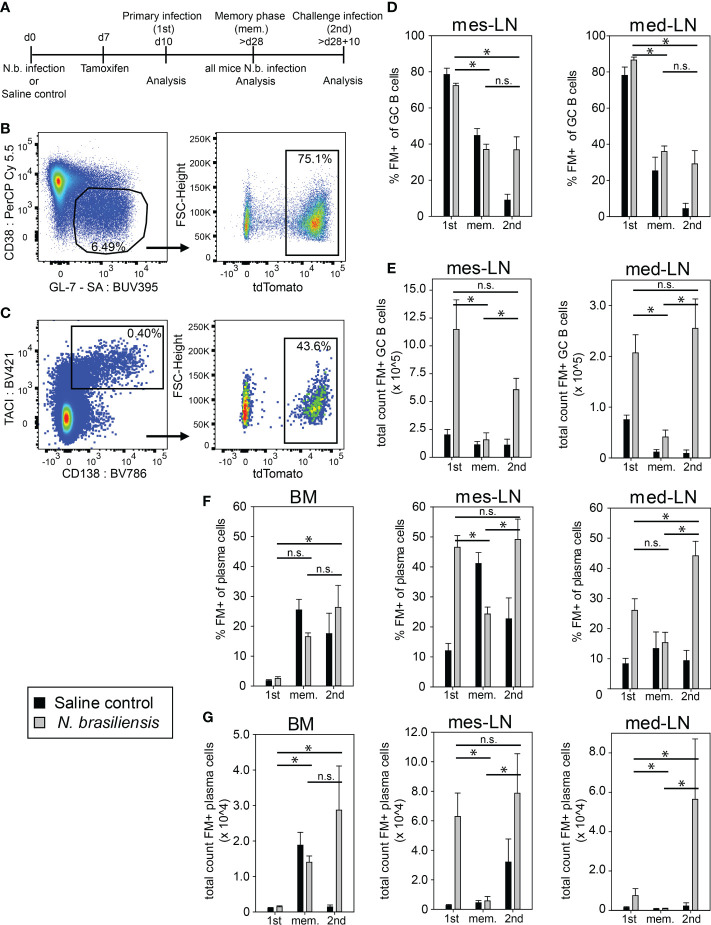
Population dynamics of fate-mapped GC B cells and plasma cells after *N. brasiliensis* infection. **(A)** Outline of experimental setup. **(B, C)** Representative dot plots of FM^+^ (tdTomato^+^) GC B cells **(B)** or plasma cells **(C)** on day 10 after primary infection (gating strategy **Figure S1A**). **(D, E)** FM^+^ GC B cells in percentage **(D)** or total count **(E)** during primary infection (1^st^), in the memory phase (mem.), and after challenge infection (2^nd^). **(F, G)** FM^+^ PCs in percentage **(F)** or total count **(G)** during 1^st^ infection, in the memory phase (mem.), and after 2^nd^ infection. Data shows mean with SEM from 2-3 experiment with 4-8 mice per group. Significance was tested with ANOVA followed by Holm-Sidak test. Data of total cell count was log-transformed before testing for significance. * (p < 0.05); n.s. (not significant).

Next, we investigated the generation of FM^+^ PCs. After 1^st^ infection we observed a 3-4 fold higher frequency of FM^+^ PCs among all PCs (B220^-^CD138^+^TACI^+^) and about 10-20 times more FM^+^ PCs in lymph nodes of the experimental group as compared to the saline control group whereas only few FM^+^ PCs could be found in the bone marrow (BM) (**Figures 1C, F, G**). During the memory phase FM^+^ PCs were mainly found in the BM where they accounted for about 20% of all PCs in both groups of mice. After 2^nd^ infection FM^+^ PCs frequencies and total numbers were maintained in BM and increased again in lymph nodes of the experimental group but not in the saline controls (**Figures 1F, G**). We further analyzed one set of mice where we performed 2^nd^ infection at 8 months after 1^st^ infection and obtained about 2-fold less FM^+^ GC B cells and PCs in mes-LN as compared to the results at 4 weeks after 1^st^ infection (**Figure S1D, E**). This indicates that the vast majority of FM^+^ PCs in both lymph nodes on day 10 after 1^st^ or 2^nd^ infection were indeed generated in response to the infection while in the BM this is only the case after 2^nd^ infection.

### Expression of Ig isotypes among FM^+^ cells after 1^st^ and 2^nd^ infection

After we had investigated the population dynamics of FM^+^ GC B cells and PCs we further analyzed the expression of different Ig isotypes in these cells. In both lymph nodes the population of IgM^+^ cells among all FM^+^ GC B cells decreased from about 40% after 1^st^ infection to less than 10% in the memory phase and after 2^nd^ infection, while IgG1^+^ cells increased from 30% after 1^st^ infection to 50% in the memory phase and about 70% after 2^nd^ infection (**Figure 2A**; **S1B, C**). About 1% of all FM^+^ GC B cells were IgE^+^ in both lymph nodes after 1^st^ infection. These cells disappeared during the memory phase and reappeared with the same frequency after 2^nd^ infection (**Figure 2A**). IgA^+^ GC B cells increased in the mes-LN (from 0.5% to 3.5%) during 2^nd^ infection while they remained at a low level in the med-LN (**Figure 2A**).

**Figure 2:**
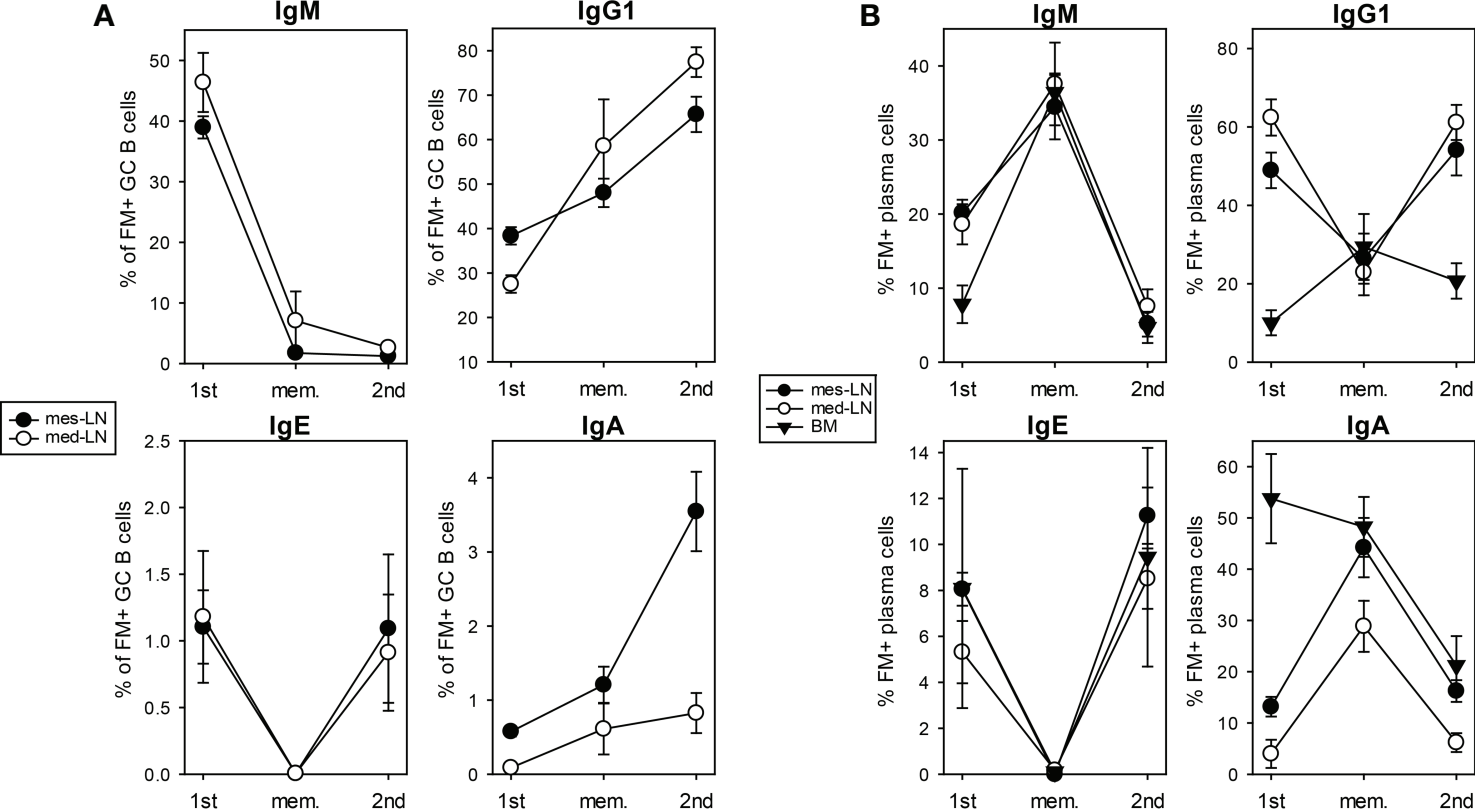
Expression of Ig isotypes among FM^+^ cells after 1^st^ and 2^nd^ infection. Percentage of FM^+^ GC B cells **(A)** or PCs **(B)** that express IgM, IgG1, IgE or IgA (gating strategy Figure S1B, C) on day 10 primary infection (1^st^) infection, in the memory phase (mem.) and on day 10 after challenge infection (2^nd^), in mes-LN, med-LN or BM. Data shows mean with SEM from 1-3 experiments with 4-8 mice per group.

About 20% of all FM^+^ PCs in both lymph nodes and 10% of all FM^+^ PCs in the BM were IgM^+^ after 1^st^ infection (**Figure 2B**). This value increased to 35% in all three organs during the memory phase suggesting a survival advantage and decreased equally to below 10% after 2^nd^ infection. In both lymph nodes the IgG1^+^ population of FM^+^ PCs decreased from 50-60% after 1^st^ infection to 25% in the memory phase and increased again to around 50% after 2^nd^ infection. In the BM 10% of FM^+^ PCs were IgG1^+^ after 1^st^ infection, which slightly increases during the memory phase to 25% and dropped to 20% after 2^nd^ infection. For IgE^+^ cells within the FM^+^ PCs we detected in all three organs a frequency of around 6% after 1^st^ infection, a drop to almost zero during the memory phase and an increase to 10% after 2^nd^ infection. The frequency of IgA^+^ cells within FM^+^ PCs in the BM decreased from 50% after 1^st^ infection to 20% after 2^nd^ infection. In contrast, in the lymph nodes we found around 5-15% IgA^+^ cells within the FM^+^ PC population after 1^st^ infection, an increase to 40% in the memory phase and a decline to 10% after 2^nd^ infection.

We further analyzed the frequency of FM^+^ cells within GC B cells and PCs expressing different Ig isotypes. On day 10 after 1^st^ infection about 70-90% of IgM^+^, IgG1^+^, IgE^+^ or IgA^+^ GC B cells were FM^+^ (**Figure S2A**). This frequency went down to 40% in the memory phase and remained there after 2^nd^ infection. For the PC population we found that after 1^st^ infection 60-80% of IgG1^+^ or IgE^+^ PCs were FM^+^ in both LNs but not in the BM. Also here, the frequency of FM^+^ cells went down in the memory phase but raised again after 2^nd^ infection for the IgE^+^ PC population and we then found FM^+^ IgE^+^ PCs in the BM (**Figure S2B**).

These results demonstrate the highly dynamic alterations of different GC B cell and PC populations expressing distinct Ig isotypes.

### Expansion of memory B cell subsets after 2^nd^ infection with *Nippostrongylus brasiliensis*

To further investigate the composition of the memory B cell population, we analyzed mice at least 28 days after initial infection and 10 days after a challenge infection using the fate-map tdTomato signal as identifier of memory B cells in addition to the published markers CD73, CD80 and PD-L2 to differentiate between subsets of memory B cells (32). We focused on three distinct FM^+^ memory B cell populations, the triple^+^ cells (CD73^+^, CD80^+^, PD-L2^+^), triple^-^ cells (CD73^-^, CD80^-^, PD-L2^-^) and PD-L2^+^ cells (PD-L2^+^, CD80^-^ CD73^variable^) (**Figure 3A**, **S3**). This definition of memory B cell subsets is based on results from a hapten immunization model, where the triple^+^ population was reported to correspond to the most memory-like cells while the triple^-^ population indicated more naïve-like cells (32). The triple^+^ population dominated in the BM and both LNs in the memory phase before challenge infection. After challenge infection, the triple^+^ cells increased 5-10 fold in both LNs but not in the BM. The triple^-^ and the PD-L2 populations also significantly increased in the LNs after challenge infection but remained minor populations (**Figure 3B**).

**Figure 3:**
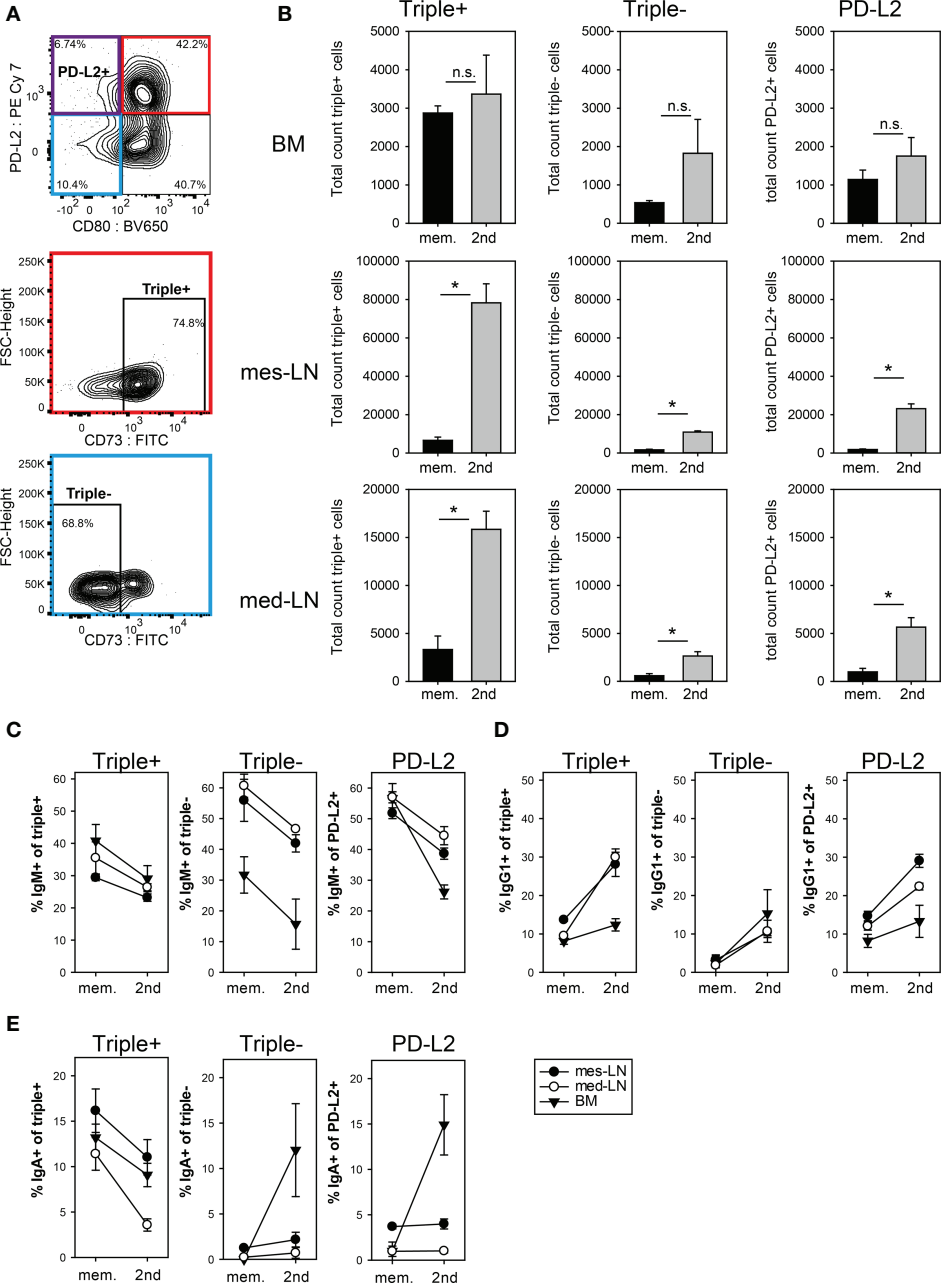
Expansion of memory B cell subsets after 2^nd^ infection with *N. brasiliensis*. **(A)** Gating strategy for the three memory subpopulations PD-L2^+^ (violet), triple^+^ (red) and triple^-^ (blue). Cells from the mes-LN gated for FM^+^ B220^+^ CD38^+^ GL7^-^ CD138^-^ (refer to Figure S3A). **(B)** Total count of FM^+^ memory B cells in the three subpopulations during the memory phase (mem.) and 10 days after 2^nd^ infection. **(C–E)** Percentage of FM^+^ memory B cell subpopulations that express IgM **(C)**, IgG1 **(D)** or IgA **(E)** during the memory phase (mem.) and 10 days after 2^nd^ infection (gating Figure S3B) in mes-LN, med-LN or BM. Data shows mean with SEM from 1-2 experiments with 4-5 mice per group. Student’s t-test was performed after log-transforming the data. * (p < 0.05); n.s. (not significant).

Interestingly, in the memory phase about 30-40% of the triple^+^ population in all three organs expressed IgM and only 10% expressed IgG1 (**Figure 3C**). After challenge infection, the IgM frequencies dropped to 25-30% and IgG1 frequencies increased to about 30% in LNs but not in the BM. Similar results were obtained for the triple^-^ and PD-L2 populations, although they had even higher IgM frequencies with exception of the triple^-^ BM population (**Figures 3C, D**). For IgA the frequency dropped from 10-16% to 5%-12% for the triple^+^ population whereas triple^-^ and PD-L2 IgA cells remained at around 3% in the mes-LN and med-LN and only in the BM did we observe an increase of triple^-^ and PD-L2 IgA memory B cells (**Figure 3E**).

### Transferred FM^+^ cells preferentially differentiate to PCs.

To further determine whether memory B cells in BM or mes-LNs behave differently after re-challenge, we performed adoptive transfer experiments. Therefore, we first infected Aid-CreERT2 x tdTomato mice with *N. brasiliensis*, labelled GC B cells on day 7 by tamoxifen injection and isolated total B cells from either the mes-LN or the BM of several mice. These two populations were first analyzed for expression of the FM signal, then transferred separately into congenic Ly5.1_IgH^a^ recipient mice which had been infected with *N. brasiliensis* three days before and analyzed 7 days later (**Figure 4A**). This setup allows the detection of donor-derived cells (Ly5.2^+^) and antibodies produced by donor-derived PCs (IgH^b^). Each recipient received 2-3x10^6^ cells which contained about 6,000 (BM) or 60,000 (mes-LN) FM^+^ cells with approximately 4,000 of those cells being PCs in both samples and 1,000 (BM) or 8,000 (mes-LN) memory B cells (FM^+^ B220^+^ CD38^hi^ GL-7^lo^ CD138^-^). The largest population (about 40,000 cells) of the transferred FM^+^ B cells from the mes-LN node showed a GC B cell phenotype (**Figure 4B**). The frequency of FM^+^ cells was 40% in GC B cells and 20% in PCs (**Figure 4C**). GC B cells and PCs in the transferred donor cells are generally considered to have a rather poor reconstitution capacity so that the majority of donor-derived FM^+^ cells in the host are most likely derived from memory B cells.

**Figure 4:**
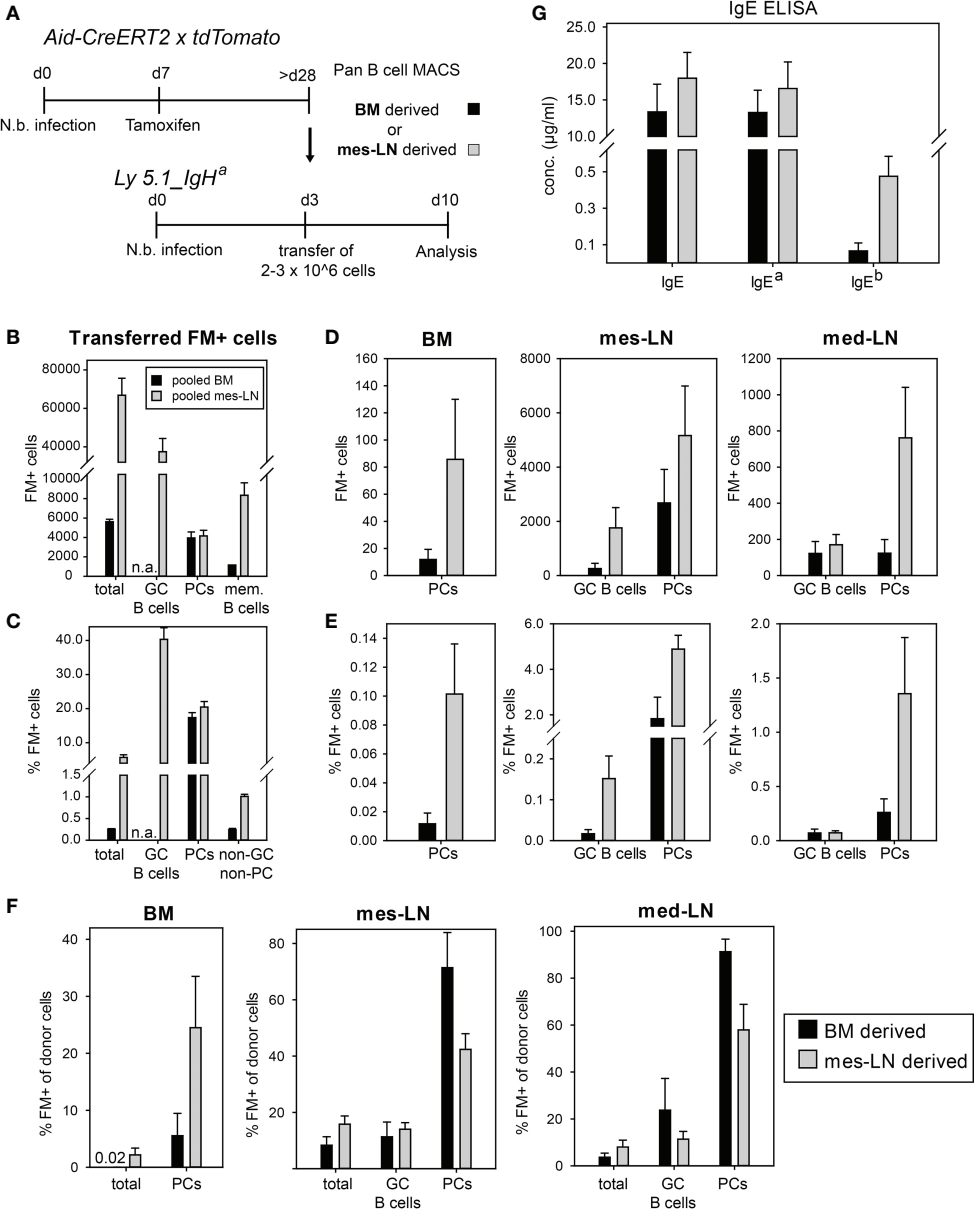
Transferred FM^+^ cells preferentially differentiate to PCs. **(A)** Outline of experimental setup. **(B)** Average number of FM^+^ populations in pooled cells transferred per mouse. **(C)** Percentage of FM^+^ cells in indicated donor cell populations. **(D, E)** Total count **(D)** or percentage **(E)** of FM^+^ cells in GC B cells or PCs after transfer in BM, mes-LN or med-LN. **(F)** Percentage of FM^+^ cells from donor cells after transfer in BM, mes-LN or med-LN. **(G)** Concentrations of total IgE, IgE^a^ and IgE^b^ allotypes in the serum of recipient mice on day 10 of infection. Data shows mean with SEM from 2 experiments with 6 mice per group.

After the transfer we observed only few FM^+^ PCs in the BM (20 and 80 cells for BM- and mes-LN-derived cells, respectively). Contrarily, in the mes-LN of the recipient mice we detected around 200 FM^+^ cells with a GC B cell phenotype (CD38^lo^GL-7^hi^) from the BM donor population, 2,000 FM^+^ GC B cells derived from the mes-LN donor population and 2,000 or 6,000 FM^+^ PCs, respectively. In the med-LNs of the recipient mice we found around 200 FM^+^ GC B cells for both BM and mes-LN derived cells and detected 200 and 800 FM^+^ PCs, respectively (**Figure 4D**). These numbers correspond to less than 0.2% of total GC B cells but up to 5% of the total PCs in the mes-LN and med-LN and 0.1-0.2% of PCs in the BM (**Figure 4E**).

Since we transferred not only FM^+^ cells but also FM^-^ cells we next determined the frequency of FM^+^ cells within the total donor-derived B cell and PC populations in BM and mes-LN of the recipient mice. In the mes-LN and med-LN we observed that the frequency of FM^+^ PCs increased from 20% before transfer to 80-90% of the BM-derived donor PCs and 40-60% of the mes-LN-derived PCs. In contrast, in the BM of the recipient mice the frequency of FM^+^ PCs within the donor cells was only 10% for BM-derived cells and 25% for mes-LN derived cells (**Figure 4F**). For donor GC B cells we observed that the frequency of FM^+^ cells decreased from 40% before transfer to 10-20% after transfer and rechallenge (**Figures 4C, F**).

Finally, we analyzed whether the donor-derived PCs participated in the immune response against *N. brasiliensis* of the recipient mice. For this we determined serum IgE levels and distinguished between donor and recipient IgE *via* the allotype of the Ig constant region with the host PCs secreting IgE^a^ and the donor PCs secreting IgE^b^. As expected, most of the serum IgE was produced by host PCs. However, we also detected donor-derived IgE which constituted about 1% of total IgE in case of the BM transfer and 5% in case of mes-LN transfer (**Figure 4G**). This result corresponds to the difference in total FM^+^ PC numbers generated from the two different donor populations (**Figure 4D**) and the frequency of PCs in the lymph nodes (**Figure 4E**).

### Immunoglobulin genes of most FM^+^ cells do not acquire more somatic mutations after transfer and re-challenge

Finally, we analyzed the number of somatic mutations in genes of the immunoglobulin heavy chains of different isotypes from FM^+^ cells in the memory phase before and after transfer and re-challenge by next-generation sequencing. 

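For this experiment, RNA of sorted FM+ cells was used to sequence immunoglobulin heavy chains on a MiSeq with a 600-cycle kit, with a primer for IgE added to the published protocol. The 6 libraries behind Figure 5 came from infected donors: mes-LN-derived and BM-derived FM+ cells before transfer, and the cells recovered from mes-LN and BM of the recipient mice after transfer of either population. Each library is 1 pool, of 3 mice according to the paper and of 3 to 4 mice according to the sample labels, so no replicates exist and no test between conditions was possible. The paper gives day 28 or later after infection for cells before transfer, whereas the labels give day 42 for the mes-LN library and day 10 for the BM library. Cells after transfer were taken 7 days after transfer according to the results and the labels, and on day 10 after transfer according to the methods and the legend.
The authors grouped reads by unique molecular identifier (UMI), aligned 1 consensus sequence per UMI to germline genes, kept productive sequences, assigned clones within each library and deposited 1 entry per UMI with its germline. The germline set and software versions are not given in the sources used here. Before transfer, the mes-LN library held 189975 sequences in 9385 clones and the BM library 33277 sequences in 11617 clones. For mes-LN-derived cells, 12437 sequences in 186 clones were recovered from mes-LN and 1272 in 51 clones from BM. For BM-derived cells, 1530 sequences in 69 clones were recovered from mes-LN and 59 in 14 clones from BM. A sequence was supported by 2.27 and 1.40 reads on average in the mes-LN and BM libraries before transfer, and by 15.8, 32.0, 22.7 and 1.29 reads in the 4 libraries after transfer, in the order given. Before transfer, 83.6% of the mes-LN-derived sequences were IgA, which Figure 5 does not show.
Replacement mutations were counted here against the deposited germline with the D region masked, each mutated nucleotide on its own in its germline codon. The paper gives no cut-off for highly mutated sequences, so at least 5 replacement mutations was used. Shares carry 95% Wilson intervals and differences after minus before transfer carry Newcombe intervals. These intervals cover counting error only, and sequences of 1 clone are not independent.
Molecules with the same UMI, isotype and junction occurred in more than 1 library. The mes-LN-derived FM+ library before transfer shared 40079 such molecules with the library of BM-derived FM- cells of naive donors before transfer, and at most 65 with any other library. The BM-derived FM+ library before transfer shared 4273 with mes-LN-derived FM- cells of naive donors. After transfer, the libraries from mes-LN shared 463 molecules (mes-LN-derived) and 73 (BM-derived) with a library of naive donors, and the mes-LN-derived library from BM shared 66. The BM-derived library from BM shared 11 of its 59 molecules (18.6%) with a library of naive donors. Of the IgG sequences of BM-derived cells before transfer, 67.1% had a V gene, J gene and junction with more reads in a library of other donors, compared to 7.53% in mes-LN after transfer. Reads were not corrected for depth. These libraries had 46700 and 34717 reads, and those of naive donors before transfer 116453 to 251546. The shares thus do not measure sequences from other libraries alone.
UMIs 1 base away from a UMI with at least 10 reads made up 37.5% of the sequences in mes-LN after transfer of mes-LN-derived cells, 69.5% in BM after transfer of these cells and 55.9% in mes-LN after transfer of BM-derived cells, but 0.243% and 0 in the mes-LN and BM libraries before transfer. In BM after transfer of BM-derived cells the share was also 0. Libraries with 2.27, 1.40 and 1.29 reads per sequence offer few UMIs with 10 reads. Their low shares thus do not show fewer errors in UMIs.

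**Figure D1:**
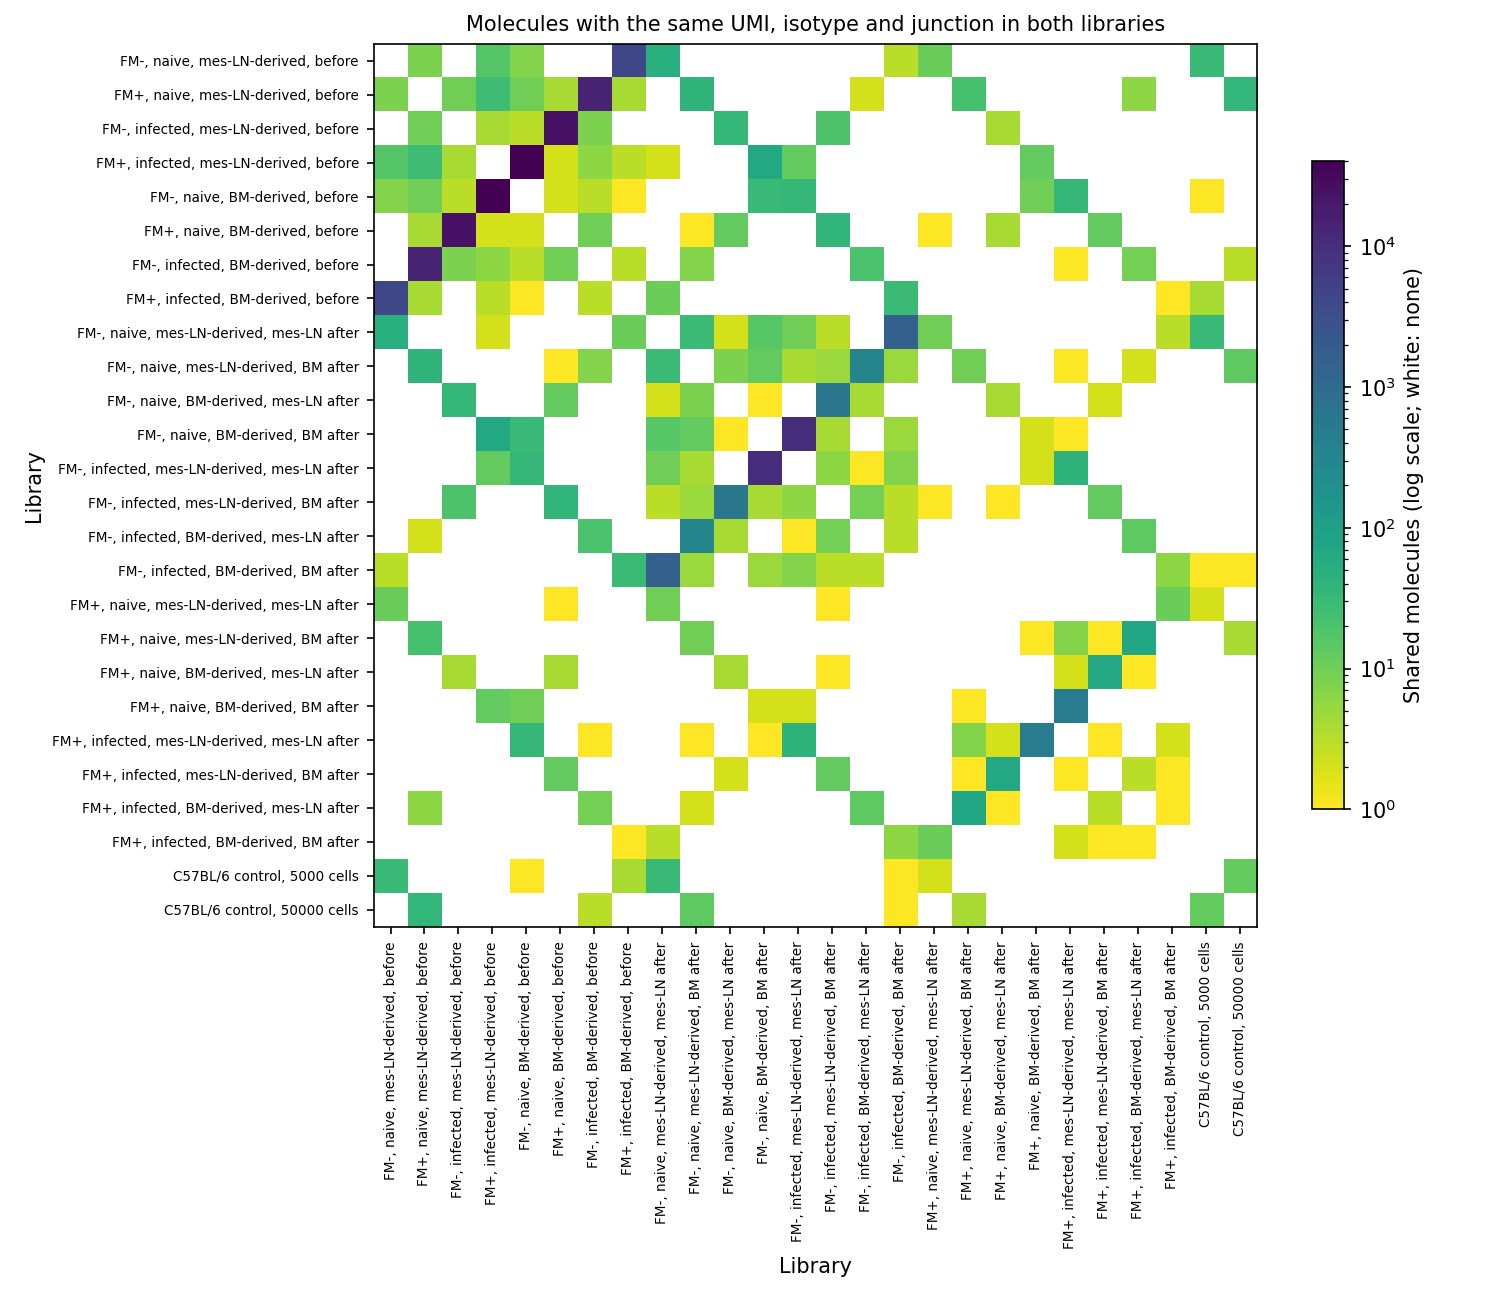
Number of molecules with the same UMI, isotype and junction for every pair of the 26 libraries, on a log colour scale, with white for pairs that share none. In 11 pairs the libraries share 66 to 40079 molecules, and the remaining 314 pairs share at most 65.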

When we compared the sequences of mes-LN-derived cells before transfer with sequences from donor cells isolated from mes-LN or BM after re-challenge, we observed no obvious increase of replacement mutations for IgM, IgG and IgE (**Figure 5A**). Furthermore, when we analyzed sequences of cells derived from the BM donor population, the frequency of highly mutated sequences even decreased after transfer and re-challenge for IgM and IgG whereas IgE sequences were infrequent and not detectable in the BM after transfer (**Figure 5B**). 

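In mes-LN-derived cells before transfer, 8.92% of 26024 IgM sequences were highly mutated (8.58 to 9.27). In mes-LN after re-challenge this share was 9.43% of 4879 sequences (8.64 to 10.3), a difference of 0.509 percentage points with an interval from -0.354 to 1.43, which is within counting error. The alternative that moved this difference most was leaving out junctions that also occur in libraries of other donors, which gave 41.9 percentage points with 245 sequences left after transfer. Of the largest IgM clone after transfer, 96.3% had such junctions but 0.233% had more reads in those libraries, so most of it was removed. With only sequences of at least 2 reads the difference was -5.60, and without UMIs 1 base from a deeply read UMI it was -4.84. In BM after re-challenge, 8 of 22 IgM sequences were highly mutated (36.4%, 19.7 to 57), 27.4 percentage points above the share before transfer (10.8 to 48.1). Weighted by reads, this difference was -2.10, the only 1 of 16 values below 0. Only 4 of the 22 sequences had at least 2 reads.
For IgG, 48.6% of 4724 sequences were highly mutated before transfer (47.2 to 50.0). The share fell by 4.69 percentage points to 43.9% of 6512 sequences in mes-LN (interval of the difference -6.55 to -2.82). In BM it was 48.1% of 543 sequences, and the difference of -0.558 (-4.97 to 3.88) was within counting error. Without sequences with more reads in libraries of other donors, the IgG differences became 4.66 in mes-LN and 5.48 in BM. IgG1 made up 58.8% of IgG before transfer, 99.5% in mes-LN and 97.6% in BM after transfer. With IgG1 alone, the differences were -13 and -8.17.
Among IgE sequences, 42 of 91 were highly mutated before transfer (46.2%, 36.3 to 56.3) and 66 of 251 in mes-LN after transfer (26.3%, 21.2 to 32.1), and none were found among the 1272 sequences from BM, which allows a share of up to 0.236%. Only 23 of the 91 IgE-labelled sequences before transfer began with the IgE constant region (*Ighe*, chromosome 12, 113269260 to 113273248 of GRCm38, minus strand), whereas 51 began with that of IgA. In mes-LN after transfer, 247 of 251 began with IgE. Among sequences that began with IgE, 6 of 23 were highly mutated before transfer (26.1%, 12.5 to 46.5) and 64 of 247 after transfer (25.9%), which differ by less than counting error.

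**Figure D2:**
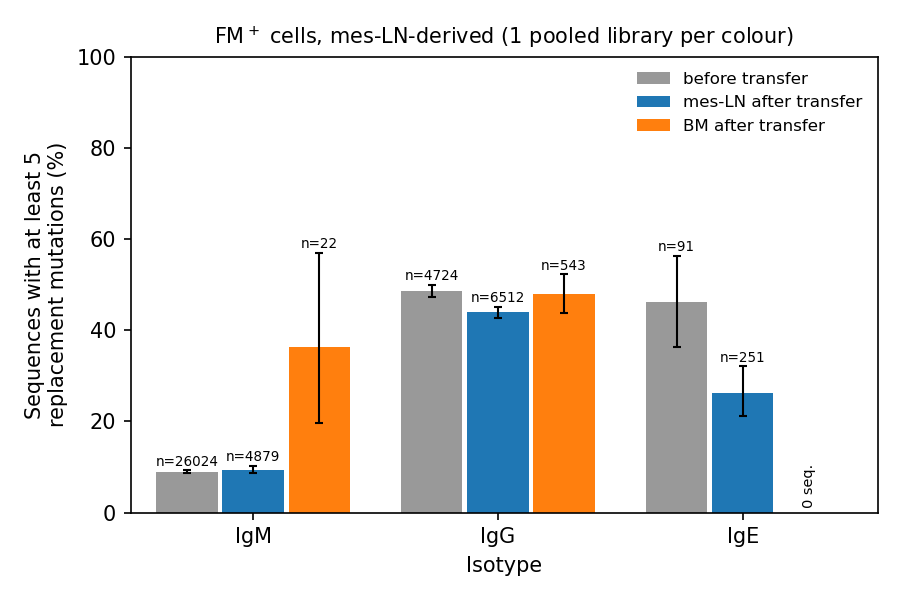
Percentage of IgM, IgG and IgE sequences with at least 5 replacement mutations in mes-LN-derived FM+ cells before transfer and in mes-LN and BM after transfer. Bars are single pooled libraries, error bars are 95% Wilson intervals and n is the number of sequences. IgM in BM rests on 22 sequences.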

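In BM-derived cells, 11.7% of 15923 IgM sequences were highly mutated before transfer (11.2 to 12.2) and 8.09% of 717 in mes-LN after transfer (6.31 to 10.3), so that the share fell by 3.63 percentage points (interval of the difference -5.48 to -1.35). The difference was below 0 in 11 of 16 values, including this one, down to -19.8 with a cut-off of at least 3 mutations. It was 5.18 with identical sequences collapsed, 13.9 with each clone counted once, 1.46 with a cut-off of at least 8 mutations, 0.162 without the first 27 positions of the V segment and 44.7 without junctions that also occur in libraries of other donors. The 13.9 rests on 14 clones after transfer (0.0507 to 40.1) and the 44.7 on 56 sequences. Of the largest IgM clone, 92.9% had such junctions but 0.288% had more reads in those libraries. With at least 2 reads the difference was -10.1. In BM after transfer only 4 IgM sequences were found, with 1, 4, 5 and 7 replacement mutations. The highly mutated share was thus 50.0% (15.0 to 85.0), 38.3 percentage points above that before transfer (3.28 to 73.3). With the cut-off of at least 8, 0 of the 4 qualified, so the difference of -3.15 (-3.43 to 45.8) shows no reversal.
The highly mutated share of IgG fell by 34.2 percentage points, from 51.7% of 2154 sequences before transfer (49.6 to 53.8) to 17.5% of 531 sequences in mes-LN (14.5 to 21.0), with an interval of the difference from -37.9 to -30.1. This difference stayed below 0 under all 16 alternatives applied to it, between -42.5 and -16.6. IgG1 made up 53% of IgG before transfer and 99.8% in mes-LN after transfer. The 5 IgG sequences from BM after transfer had 1, 2, 4, 6 and 10 replacement mutations, and their difference of -11.7 (-40.0 to 25.3) was within counting error. Of these 5, 3 had more reads in libraries of other donors.
There were 11 IgE sequences before transfer (0.0331% of all sequences, 0.0185 to 0.0592), 6 of which began with the IgE constant region, and 31 in mes-LN after transfer (2.03%, 1.43 to 2.86). Highly mutated were 2 of the 11 and 1 of the 31, a difference of -15 that was within counting error (-44.6 to 3.44). Among sequences that began with IgE, 0 of 6 were highly mutated before and 1 of 31 after transfer. No IgE was found among the 59 sequences from BM, which allows a share of up to 5.08%, so that IgE was not detectable at this depth.

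**Figure D3:**
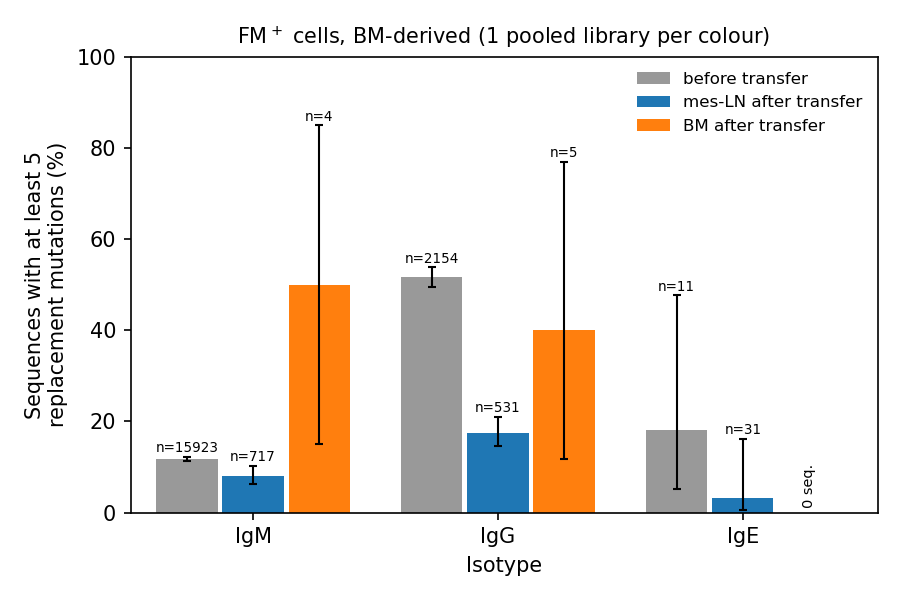
Percentage of IgM, IgG and IgE sequences with at least 5 replacement mutations in BM-derived FM+ cells before transfer and in mes-LN and BM after transfer. Bars are single pooled libraries, error bars are 95% Wilson intervals and n is the number of sequences. The bars for BM after transfer rest on 4 IgM and 5 IgG sequences.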

The caveat of this analysis is the fact that most sequences are derived from PCs which express much more immunoglobulin mRNA as compared to memory B cells or GC B cells. Therefore, we cannot exclude the possibility that some IgM^+^ memory B cells participated in a GC response and became IgG1^+^ memory B cells with more somatic mutations.

**Figure 5:**
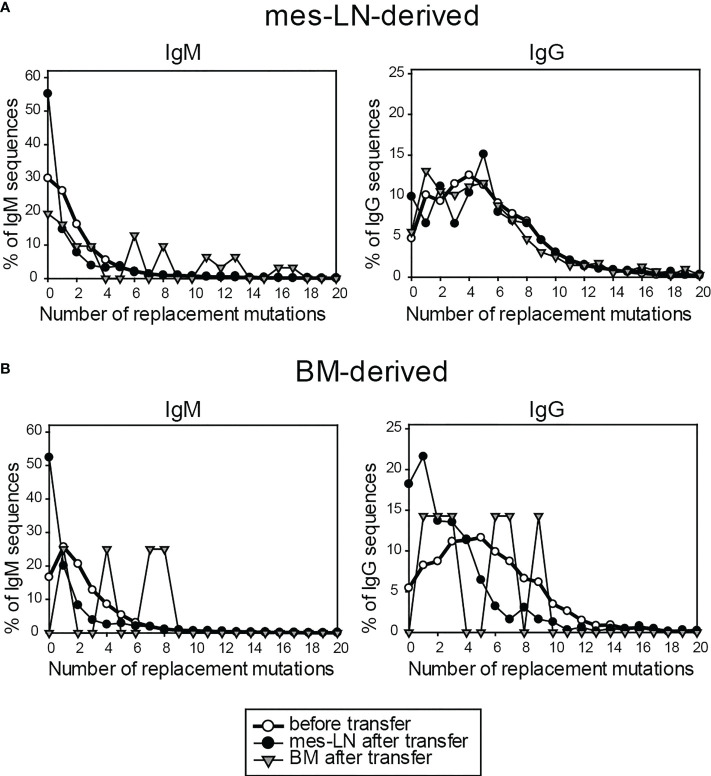
Immunoglobulin genes of FM^+^ cells do not acquire more somatic mutations after transfer and re-challenge. Frequency of replacement mutations of FM^+^ cells on day 10 after transfer for IgM and IgG, compared to cells before transfer. Cells derived from either mes-LN **(A)** or BM **(B)** of the donor mice. Data shows pooled samples of 3 mice per group.

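Unmutated sequences, with 0 replacement mutations, made up 31.7% of IgM in mes-LN-derived cells before transfer (31.2 to 32.3), 60.1% in mes-LN after transfer (58.8 to 61.5) and 18.2% of the 22 IgM sequences in BM after transfer (7.31 to 38.5). For IgG of the same cells the shares were 5.08% (4.49 to 5.74), 12.2% (11.4 to 13.0) and 5.71% (4.05 to 7.99). In BM-derived cells, 19.3% of IgM were unmutated before transfer (18.7 to 19.9) and 56.8% in mes-LN after transfer (53.1 to 60.3). For IgG, 4.69% were unmutated before transfer (3.87 to 5.67) and 31.8% in mes-LN after transfer (28.0 to 35.9). None of the 4 IgM and 5 IgG sequences from BM was unmutated. The rise in unmutated IgM in mes-LN depended on expanded clones: with each clone counted once, 24.6% were unmutated in mes-LN-derived cells before and 9.23% after transfer. In BM-derived cells it also depended on silent mutations: with all nucleotide mutations counted, 7.17% of IgM were unmutated before and 0.558% in mes-LN after transfer. For IgG of these cells the share was then 1.30% before and 3.01% after transfer.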

## Discussion

The fate of GC-derived B cells after helminth infection is poorly understood. Here, we used a fate-mapping approach to address this point in the context of *N. brasiliensis* infection, a well-established model for human hookworm infections. We show that a single injection of tamoxifen in AIDCreERT2 x tdTomato mice leads to efficient labeling of GC-B cells and allows tracking of their cellular fates during the memory phase and upon re-challenge. This fate-mapping approach has been used before in other settings and is especially usefull when specific antigens of the humoral immune response are not known or polyconal B cell responses are being investigated (14, 33). However, commensals and environmental antigens constantly activate B cells in mucosal tissues causing a certain background of FM^+^ cells that are not specific for the pathogen used for infection. This was reflected by the fact that both saline control and *N. brasiliensis* infected mice showed similar frequencies of FM^+^ GC B cells after the first infection and during the memory phase. However, the total number of FM^+^ GC B cells and PCs was much larger in *N. brasiliensis*-infected mice as compared to saline controls. This difference disappeared in the memory phase due to the decline of the helminth-elicited GC response. Some FM^+^ cells could also be derived from activation of AID in extrafollicular B cells giving rise to short-lived plasmablasts and memory B cells (34). In fact, it has been shown that memory B cells with few somatic mutations can arise independently of GCs (35, 36). Importantly, the secondary expansion of the FM^+^ GC B cell and PC populations after challenge infection was only observed in the group of mice that had been infected with *N. brasiliensis* during the fate-map labeling and persisted up to 8 months after the initial infection with no significant reduction of FM^+^ cells after challenge infection (**Figure S1D**). This demonstrates the antigen-specific expansion of memory B cell and PC populations. We could not distinguish whether the memory B cells were derived from GCs or extrafollicular space. However, the adoptive transfer and sequencing experiment indicates that early memory B cells might indeed be relevant in this model since only few somatic mutations were detected in FM^+^ cells after transfer and rechallenge. This point should be addressed in future studies e.g. by using anti-ICOS blocking antibodies (35). 

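The mean number of replacement mutations per IgM sequence was 1.81 in mes-LN-derived FM+ cells before transfer and 1.36 in mes-LN after transfer, and 2.23 and 1.31 in BM-derived cells. For IgG the means were 4.96 and 4.85 in mes-LN-derived cells and 5.13 and 2.44 in BM-derived cells. In BM after transfer of mes-LN-derived cells the means were 4.64 for IgM and 4.61 for IgG, and after transfer of BM-derived cells 4.25 for the 4 IgM and 4.60 for the 5 IgG sequences.
In mes-LN after transfer, 1 clone held most IgM sequences. Clones are those assigned by the authors and are named by their most frequent V gene, J gene and junction. In mes-LN, 4715 of 4879 IgM sequences of mes-LN-derived cells (96.6%, 96.1 to 97.1) belonged to 1 clone, named by IGHV9-4 (chromosome 12, 114299961 to 114300389 of GRCm38, minus strand), IGHJ2 and the junction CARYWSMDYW, which 4157 of them carried, with a mean of 1.22 replacement mutations. For BM-derived cells, 694 of 717 (96.8%, 95.2 to 97.9) belonged to a clone named by IGHV9-4, IGHJ4 and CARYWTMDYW, which 639 carried, with a mean of 1.30. The largest IgG clone in mes-LN was IGHV14-2 with IGHJ3 and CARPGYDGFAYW for mes-LN-derived cells (1700 sequences, 26.1%, mean 5.70) and IGHV1-58 with IGHJ3 and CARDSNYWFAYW for BM-derived cells (124 sequences, 23.4%, mean 1.35). In BM after transfer of mes-LN-derived cells, the largest IgG clone was IGHV10-3 with IGHJ4 and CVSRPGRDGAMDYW (142 sequences, 26.2%, mean 2.45), and the largest IgM clone, IGHV5-12-2 with IGHJ2 and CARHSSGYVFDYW, had 4 of 22 sequences, which fell into 18 clones.
Before transfer, the largest IgM clone was IGHV11-2 with IGHJ1 and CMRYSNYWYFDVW in mes-LN-derived cells (6574 sequences, 25.3%, mean 1.61) and IGHV7-3 with IGHJ4 and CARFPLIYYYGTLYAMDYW in BM-derived cells (126 sequences, 0.791%, mean 4.43). The largest IgG clones were IGHV1-47 with IGHJ4 and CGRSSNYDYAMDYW (627 sequences, 13.3%, mean 5.81) and IGHV1-47 with IGHJ4 and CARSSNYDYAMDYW (358 sequences, 16.6%, mean 5.43). The named combination was carried by 32.4% to 59.2% of the sequences in these clones before transfer, and by 90.1% to 95.2% in the IgG clones after transfer. Of the sequences in the clones before transfer, 30.3% (IGHV11-2), 72.2% (IGHV7-3), 78.9% and 77.9% (IGHV1-47, in the order given) had more reads in libraries of other donors.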

The disappearance of IgM^+^ cells and increase of IgG1^+^ and IgE^+^ GC B cells and PCs within the FM^+^ population upon challenge infection further indicates that the secondary immune response promotes further class-switching and the expansion of class-switched GC B cells and PCs from memory B cells. We further observed that the frequency of FM^+^ GC B cells after 2^nd^ infection is much lower as compared to 1^st^ infection which is consistent with another fate mapping report were antigen plus adjuvant immunizations were used (33). In line with our results, this study demonstrated that memory B cells poorly participate in secondary GC responses.

In our experiments we observed a substantial population of B cells with a GC phenotype during the memory phase in both saline control mice and infected mice. Such a population has been described before using the Aid-CreERT2 system and persisted up to 300 days after immunization with sheep red blood cells while FM^+^ GC B cells were gone at 100 days after immunization with NP-CGG in alum which indicates that complex particulate antigens may promote the differentiation or survival of these cells (14). A recent study demonstrated that such cells persisted even after blocking CD40-CD40 ligand interaction to abolish GC structures (15). Further analysis showed that B cells with a GC phenotype (GL7^+^ CD38^low^) were actually part of the memory response (14, 15). This would also explain why we see an increase of this population after secondary *N. brasiliensis* infection but not in the saline control group. By challenge infection of fate mapping mice we could not determine whether FM^+^ GC B cells after 2^nd^ infection are derived from memory B cells or from persistent and reactivated GC B cells. However, the adoptive transfer experiment indicated that most FM^+^ memory B cells do not participate in GC reactions but rather differentiate to PCs.

The fate mapping approach further allowed us to analyze the memory B cell population within the FM^+^ cells by excluding GC B cells and PCs in the gating strategy. Several studies have shown that triple^+^ and PD-L2^+^ cells are more differentiated and higher affine memory B cells which left the GC reaction late and upon reactivation rapidly differentiate to antibody secreting PCs (14, 15, 37, 38). The triple^+^ population of IgG1 memory B cells has further been shown to give rise to high-affinity IgE-producing PCs while the PD-L2^+^CD73^-^CD80^-^ population contributed to a delayed low-affinity IgE response (28). Transcriptional profiling of IgG1^+^ memory B cell subsets from *N. brasiliensis* infected BALB/c mice further indicated that the triple^+^ cells are immediate precursors of PCs (28). Triple^-^ cells on the other hand were found to leave the GC reaction relatively early and with lower affinity while maintaining the capacity to re-enter the GC reaction during a challenge response. Interestingly, we observed an increase of all three B cell memory subsets in the LNs indicating generation of more memory B cells within the FM^+^ population whereas the number of memory B cells in the BM remained constant. This demonstrates a localized rather than systemic increase of the memory B cell compartment upon challenge infection.

In several previous studies it was observed that triple^-^ cells mainly consisted of IgM^+^ and IgD^+^ cells whereas the other populations contained more class-switched memory B cells (14, 15, 38). In our experiments we observed that IgM^+^ cells constituted 50-60% of the triple^-^ population but only 30-40% of the triple^+^ population in LNs during the memory phase. On the other hand, the triple^+^ population contained about 10% IgG1^+^ cells while only about 3% were IgG1^+^ in the triple^-^ population. The triple^+^ population was the most abundant subset of FM^+^ memory B cells in all organs and this population massively expanded during challenge infection. In the transfer experiment, FM^+^ cells persisted in the recipient mice but did not increase in numbers or participated in the GC reaction. This is in contrast to the strong increase of FM^+^ GC-like B cells observed after challenge infection of the Aid-CreERT2 x tdTomato mice. This discrepancy might be explained by the lack of memory T helper cells that could promote this response or simply by altered responsiveness of B cells due to handling during the adoptive transfer.

Nonetheless, the majority of transferred FM^+^ cells became PCs which shows that the *N. brasiliensis*-specific memory B cells rapidly differentiated to PCs. This is also in line with the current view that memory B cells are part of an immediate defense response by conversion to antibody secreting PCs and only a very small fraction would enter the GC again where they compete with newly developing GC B cells without outcompeting them (19). This scenario would also support the results of the sequencing experiment where we saw no increase of somatic mutations indicating that the transferred FM^+^ cells did not undergo further affinity maturation in GCs but rather immediately differentiated to PCs.

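Clones with the same V gene, J gene and junction amino acids before and after transfer were compared by their mean number of replacement mutations. All isotypes were pooled. IgA made up 83.6% of mes-LN-derived sequences before transfer and 3.96% in mes-LN after transfer. For BM-derived cells these shares were 45.5% and 14.3%. A change of isotypes within a clone was thus not separated from new mutations. For mes-LN-derived cells, 15 clones were found both before transfer and in mes-LN after transfer, and they held 41.1% of the sequences after transfer. Their mean number of mutations was higher after transfer in 11 and lower in 4, with a median difference of 1.00 mutation. Sequences with 1 read were included. Over the whole library from mes-LN after transfer they had a mean of 5.01, against 2.48 with at least 2 reads. Before transfer these means were 3.98 and 3.79. Leaving out sequences with 1 read was not tested for these clones. With at least 3 sequences in both libraries, 4 clones remained, 3 higher and 1 lower, with a median difference of 0.151. These 4 held 40.7% of the sequences after transfer, so the other clones behind the median of 1.00 held few. With identical junction nucleotides there were 13 clones, 9 higher and 4 lower (median 0.776), and with up to 10% junction differences 22 clones, 14 higher and 7 lower (median 1.01). For BM-derived cells, 11 clones were found before transfer and in mes-LN, 7 higher and 4 lower, with a median difference of 0.479, and the 2 of them with at least 3 sequences in both were higher (median 0.731). With identical junction nucleotides, 8 clones remained, 4 higher and 4 lower, with a median difference of -0.0343, and they held 3.66% instead of 49.7% of the sequences. With up to 10% junction differences, 7 clones were higher and 7 lower (median -0.142). In BM after transfer, 2 clones of mes-LN-derived and 7 of BM-derived cells matched, with 2 and 8 sequences after transfer, too few to show a difference. From the lack of an increase of somatic mutations, the paper reasons that FM+ cells differentiated to PCs without further affinity maturation.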

Interestingly, we could show that both BM and LNs were important niches for survival of memory B cells. However, after challenge infection we found that the memory B cells increased in LNs but not in the BM indicating a localized antigen-dependent re-activation. Furthermore, transferred FM^+^ cells derived from either mes-LN or BM both participated in the immune response of the recipient mouse by differentiating to PCs and contributing to the serum IgE levels.

In summary, we could show that induction of Cre activity by a single injection of tamoxifen results in efficient and persistent labelling of B cells that expressed *Aid* at the time of tamoxifen administration during infection with the complex pathogen *N. brasiliensis*. To our knowledge, this is the first GC B cell fate-mapping study in the context of a helminth infection. Using this approach we observed that 80% of GC B cells and 30-50% of PCs in LNs could be labeled during 1^st^ infection. A 2^nd^ infection during the memory phase elicited massive expansion of FM^+^ GC B cells and PCs demonstrating the presence of functional memory B cells. Furthermore, FM^+^ memory B cells in LNs but not in BM increase in numbers and were dominated by triple^+^ cells with relatively low frequencies of IgM^+^ cells. These results provide new insights in the population dynamics of polyclonal B cell responses after helminth infection. This experimental model could further be used to optimize vaccination strategies to increase the number of long-lived plasma cells and support the persistence of memory B cells.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE209523.

## Ethics statement

The animal study was reviewed and approved by Ethics committee of the Government of Lower Franconia.

## Author contributions

PH and DV designed experiments, PH, and RGG performed experiments, PH, SS, THW and DV analyzed data, PH and DV wrote the manuscript, DV and THW acquired funding.

## Funding

This work was supported by grants from the Deutsche Forschungsgemeinschaft (TRR130_P20 to DV and TRR130_P11 to THW).

## Acknowledgments

We thank Claude-Agnès Reynaud for providing AIDCreERT2 mice, Daniela Döhler, Kirstin Castiglione, Natalie Thuma and Andrea Schneider for technical assistance and members of the Voehringer lab for helpful discussions.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: B cell fate mapping reveals their contribution to the memory immune response against helminths
**Source:** Front Immunol. 2022 Nov 24;13:1016142. doi: 10.3389/fimmu.2022.1016142
**Supplement:** Supplementary file 1

**Supplementary table S1: List of used antibodies and reagents**

| Antibodies | Conjugate | Clone | SOURCE | IDENTIFIER |
| --- | --- | --- | --- | --- |
| Goat Anti-Mouse IgA | AF647 | polyclonal | Southern Biotech | Cat# 1040-31 |
| Goat Anti-Mouse IgE; detection total IgE | AP | polyclonal | Southern Biotech | Cat# 1110-04 |
| Hamster Anti-Mouse CD80 | BV650 | 16-10A1 | BD bioscience | Cat# 563687 |
| Mouse Anti-Mouse CD45.1 | PerCP/Cyanine5.5 | A20 | Thermo Fisher | Cat# A16363 |
| Mouse Anti-Mouse CD45.2 | AF488 | 104 | Biolegend | Cat# 109816 |
| Mouse Anti-Mouse IgE [a]; detection IgE [a] | Biotin | UH297 | Biolegend | Cat# 408804 |
| Mouse Anti-Mouse IgE [b]; detection IgE [b] | Biotin | JKS-6 | Biolegend | Cat# 408704 |
| Mouse IgE κ Isotype Control (clone); [a] allotype standard | Purified | C38-2 | BD bioscience | Cat# 557079 |
| Mouse IgE κ Isotype Control (clone); [b] allotype standard | Purified | C48-2 | BD bioscience | Cat# 557080 |
| Rat Anti-Mouse CD16/32 | Purified | 2.4G2 | Bio x Cell | Cat# BP0307 |
| Rat Anti-Mouse CD19 | PE-Cy7 | eBio(1D3) | Thermo Fisher | Cat# 25-0193-81 |
| Rat Anti-Mouse CD38 | PE-Cy7 | 90 | Biolegend | Cat# 102718 |
| Rat Anti-Mouse CD38 | PerCP/Cyanine5.5 | 90 | Biolegend | Cat# 102722 |
| Rat Anti-Mouse CD45R/B220 | BUV496 | RA3-6B2 | BD bioscience | Cat# 612950 |
| Rat Anti-Mouse CD73 | FITC | TY/11.8 | Biolegend | Cat# 127220 |
| Rat Anti-Mouse CD138 | BV785 | 281-2 | Biolegend | Cat# 142534 |
| Rat Anti-Mouse CD267/TACI | BV421 | 8F10 | BD bioscience | Cat# 742840 |
| Rat Anti-Mouse CD273/PD-L2 | PE-Cy7 | Ty25 | Biolegend | Cat# 107214 |
| Rat Anti-Mouse IgE | BV650 | R35-72 | BD bioscience | Cat# 564208 |
| Rat Anti-Mouse IgE | FITC | R35-72 | BD bioscience | Cat# 553415 |
| Rat Anti-Mouse IgE; Coating | Purified | R35-72 | BD bioscience | Cat# 553413 |
| Rat Anti-Mouse IgG1 | BUV737 | X56 | BD bioscience | Cat# 748403 |
| Rat Anti-Mouse IgM | APC-eFluor 780 | II/41 | Thermo Fisher | Cat# 47-5790-82 |
| Rat Anti-Mouse/Human GL7 Antigen | Biotin | GL7 | Biolegend | Cat# 144616 |
| **Other staining reagents** | Conjugate | Clone | SOURCE | IDENTIFIER |
| eBioscience™ Fixable Viability Dye | eFluor™ 506 | n/a | Thermo Fisher | Cat# 65-0866-14 |
| Streptavidin | AP | n/a | Southern Biotech | Cat# 7105-04 |
| Streptavidin | BUV395 | n/a | BD bioscience | Cat# 564176 |

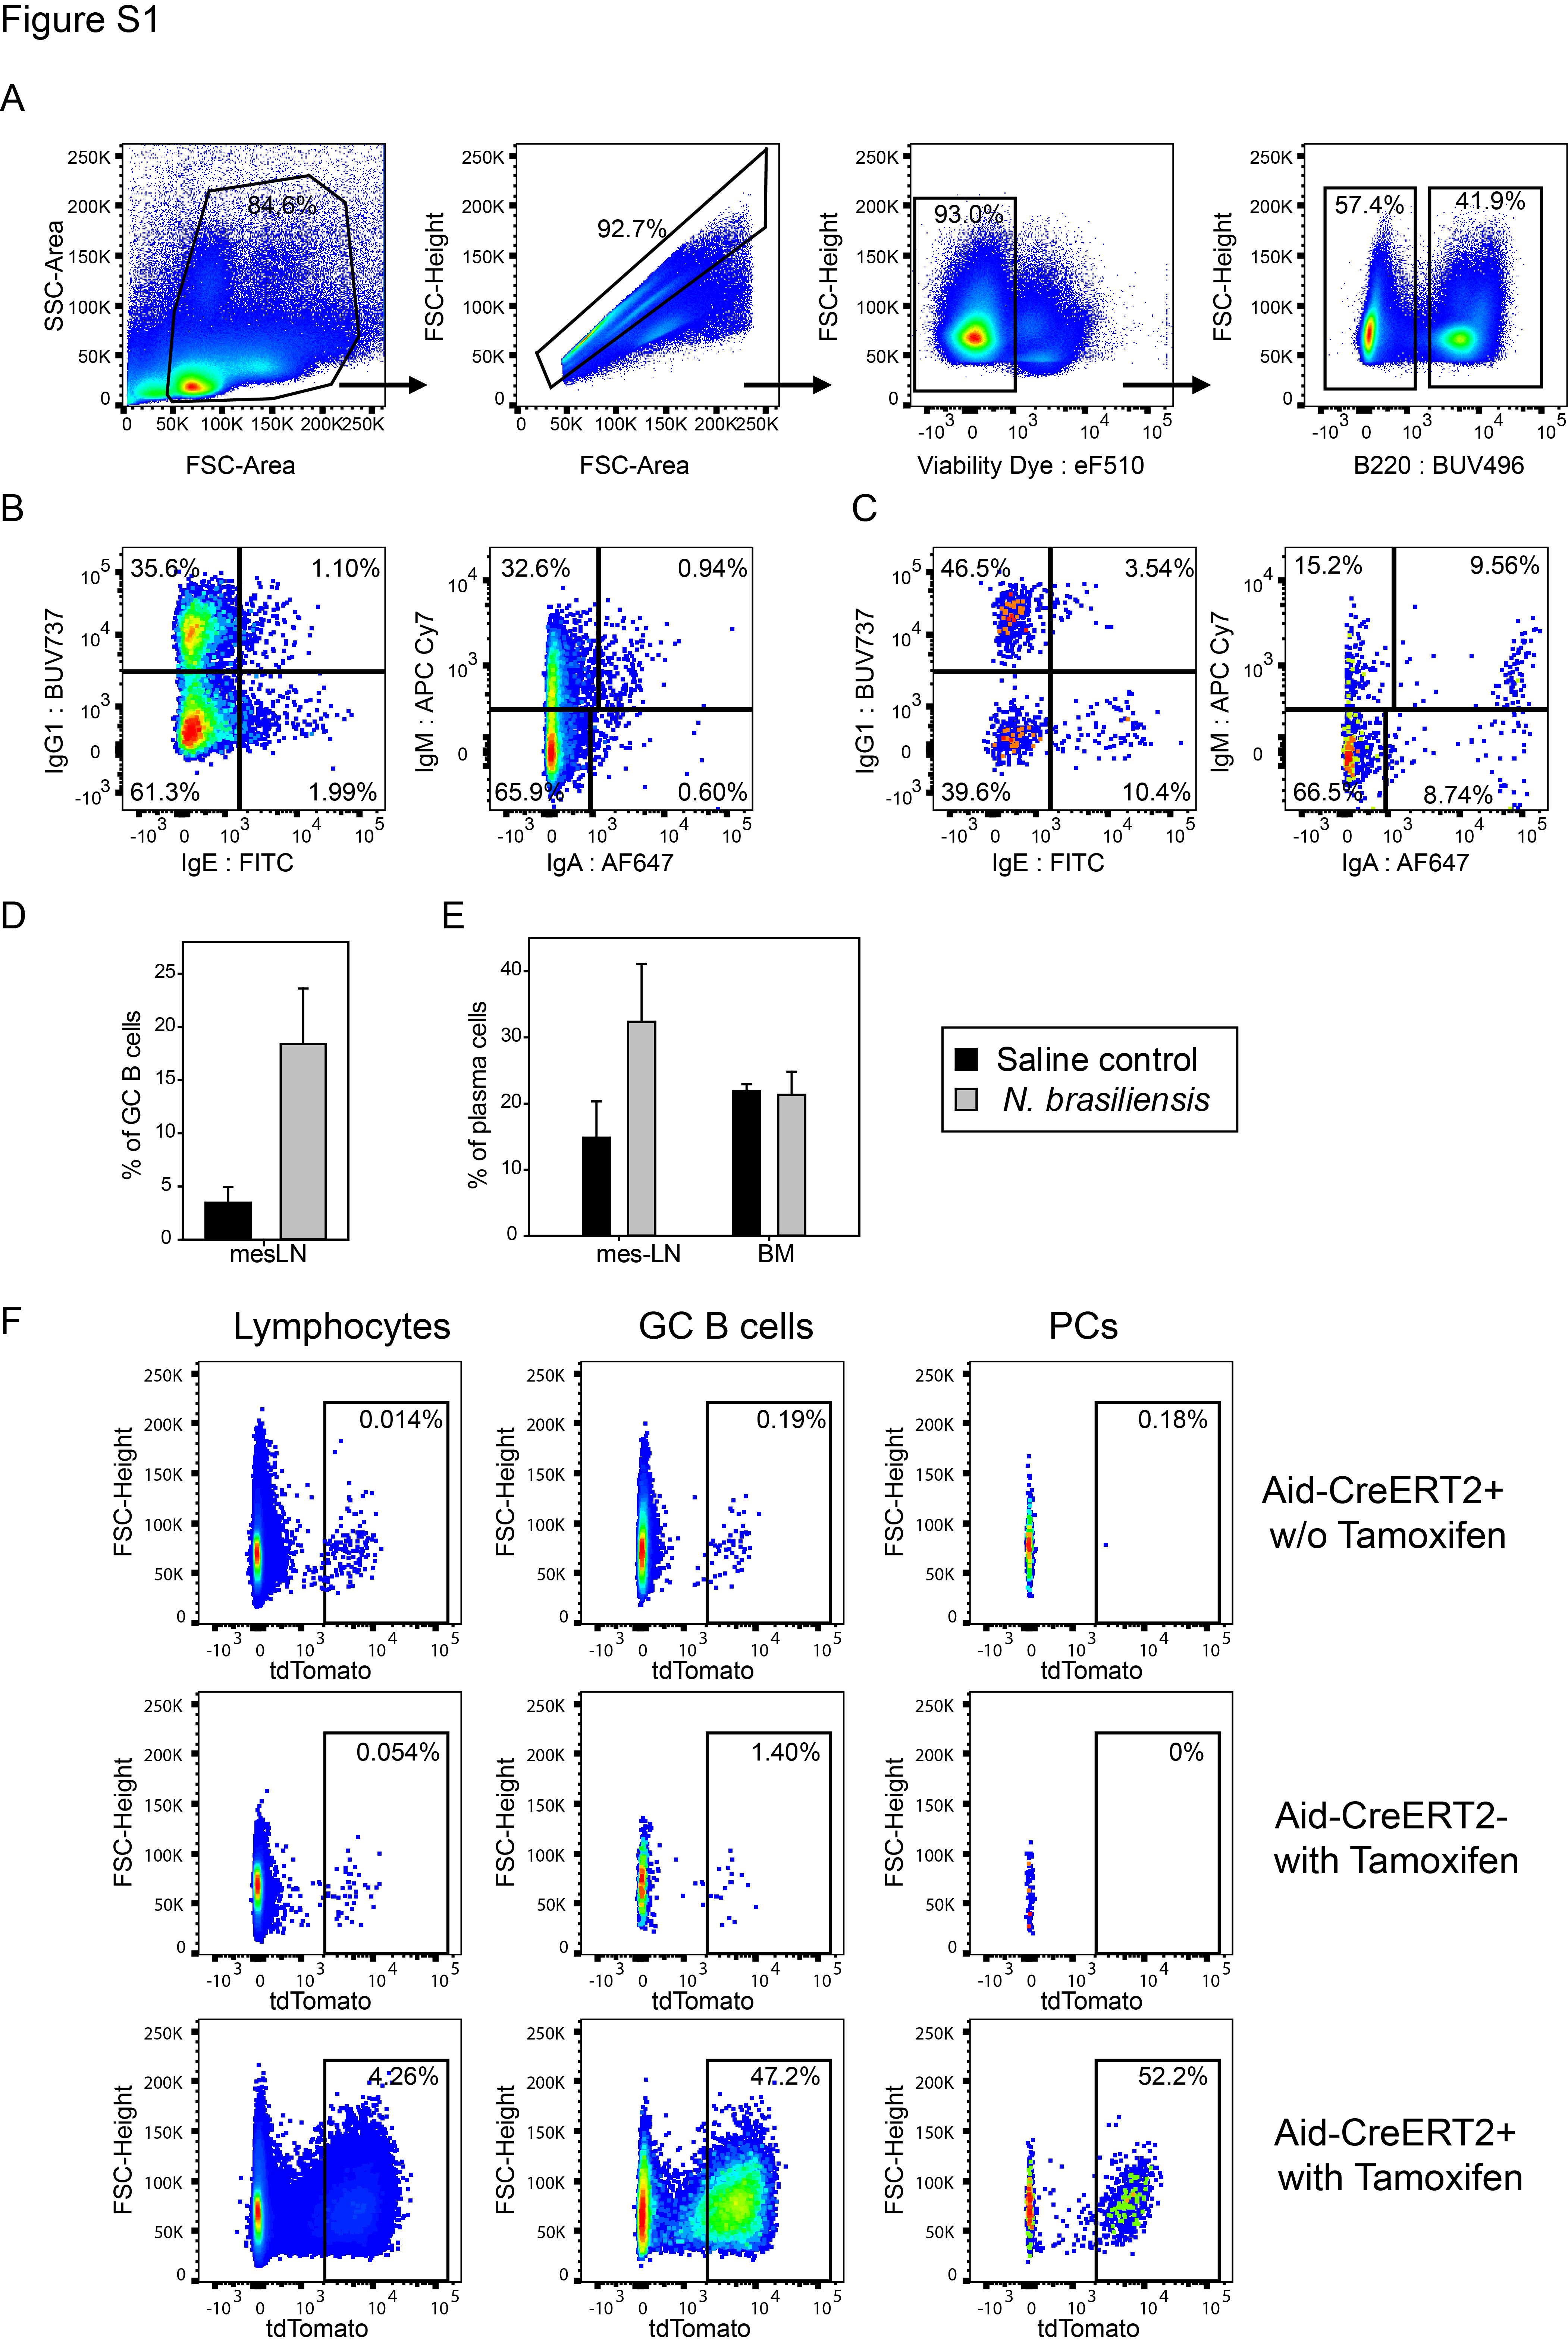

**Figure S1 (related to Fig. 1 and 2). Gating strategy and controls for for GC B cells and PCs.** (**A**) Exemplary gating for B220^+^ and B220^−^ cells for Fig. 1. (**B**, **C**) Exemplary gating for IgG1, IgE, IgM and IgA on GC B cells (**B**) and PCs (**C**) for Fig. 2. Representative plots are from mesenteric lymph nodes of an infected mouse on day 10 after primary *N. brasiliensis* infection. (**D, E**) Comparison % FM^+^ cells on day 10 after challenge infection with 8 months between infections for GC B cells (**D**) and PCs (**E**). (**F**) Representative plots on day 10 after primary *N. brasiliensis* infection for control mice without Cre-recombinase or without Tamoxifen administration.

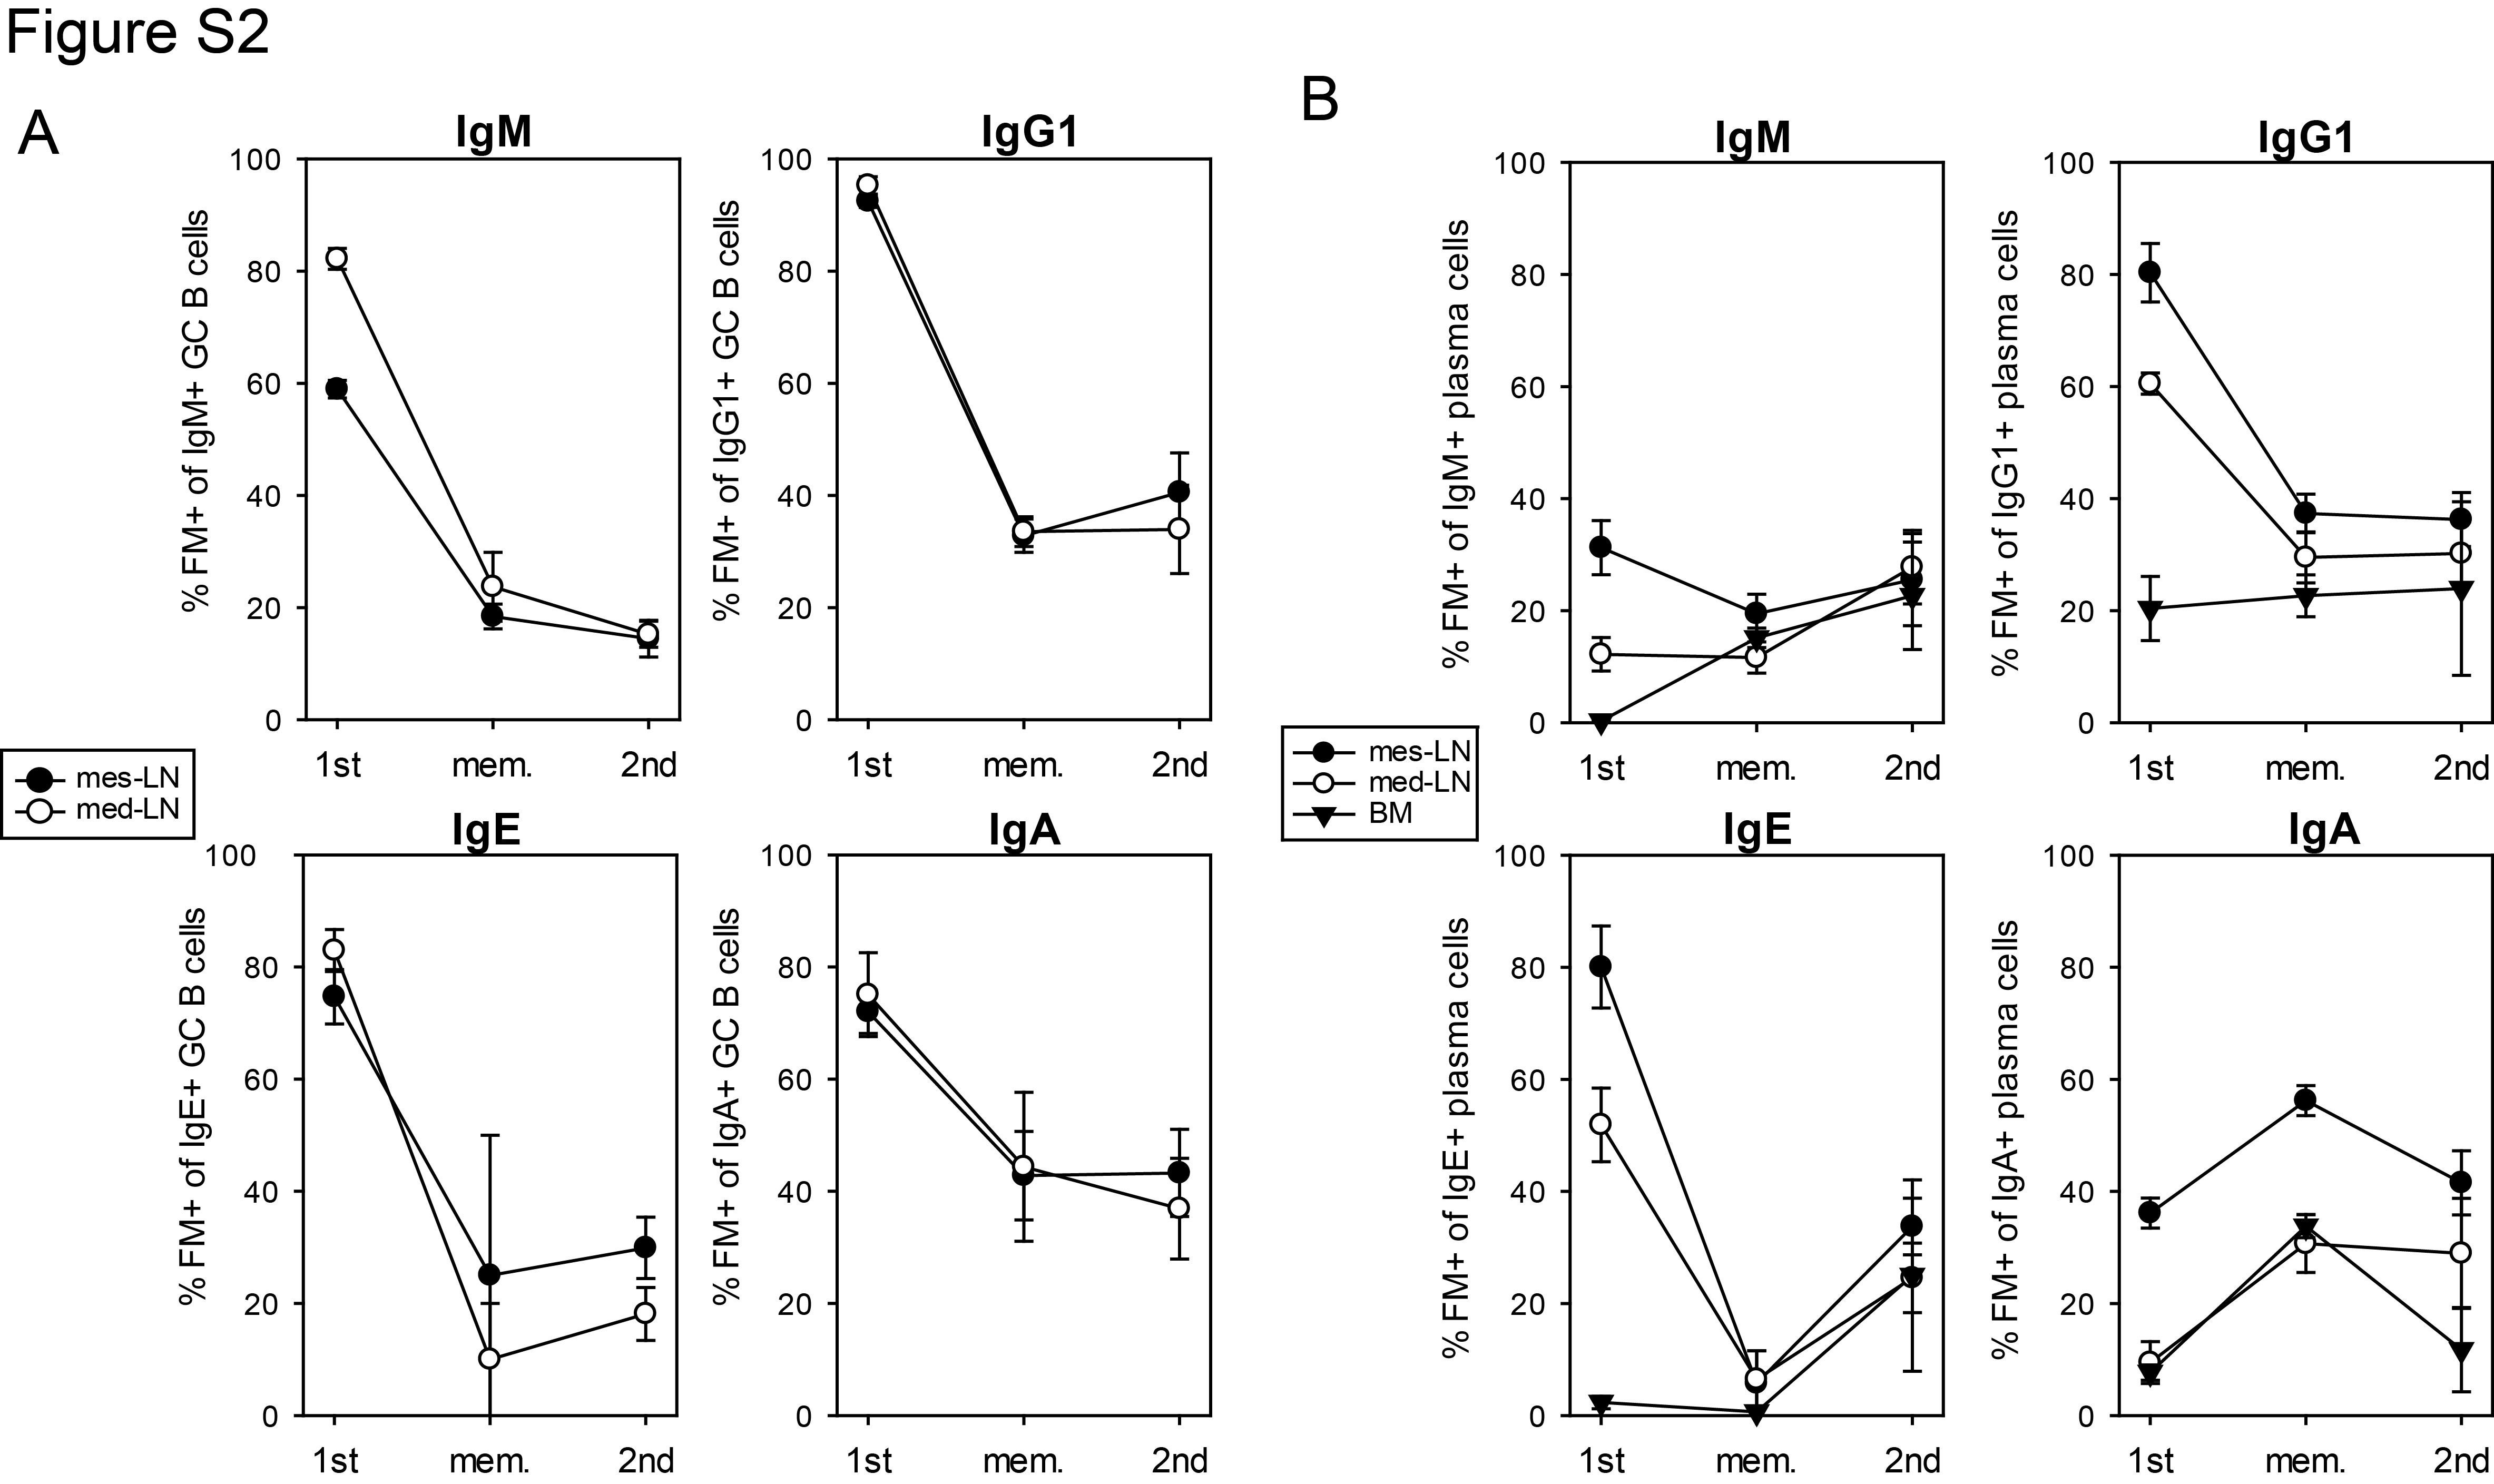

**Figure S2 (related to Fig. 2). FM^+^ cells within Ig isotypes after 1^st^ and 2^nd^ infection.** Percentage of FM^+^ cells within IgM, IgG1, IgE and IgA expressing GC B cells (**A**) or PCs (**B**) on d10 primary infection (1^st^), in the memory phase (mem.) and on d10 after challenge infection (2^nd^) in mes-LN, med-LN or BM. Data shows mean with SEM from 1-3 experiments with 4-8 mice per group.

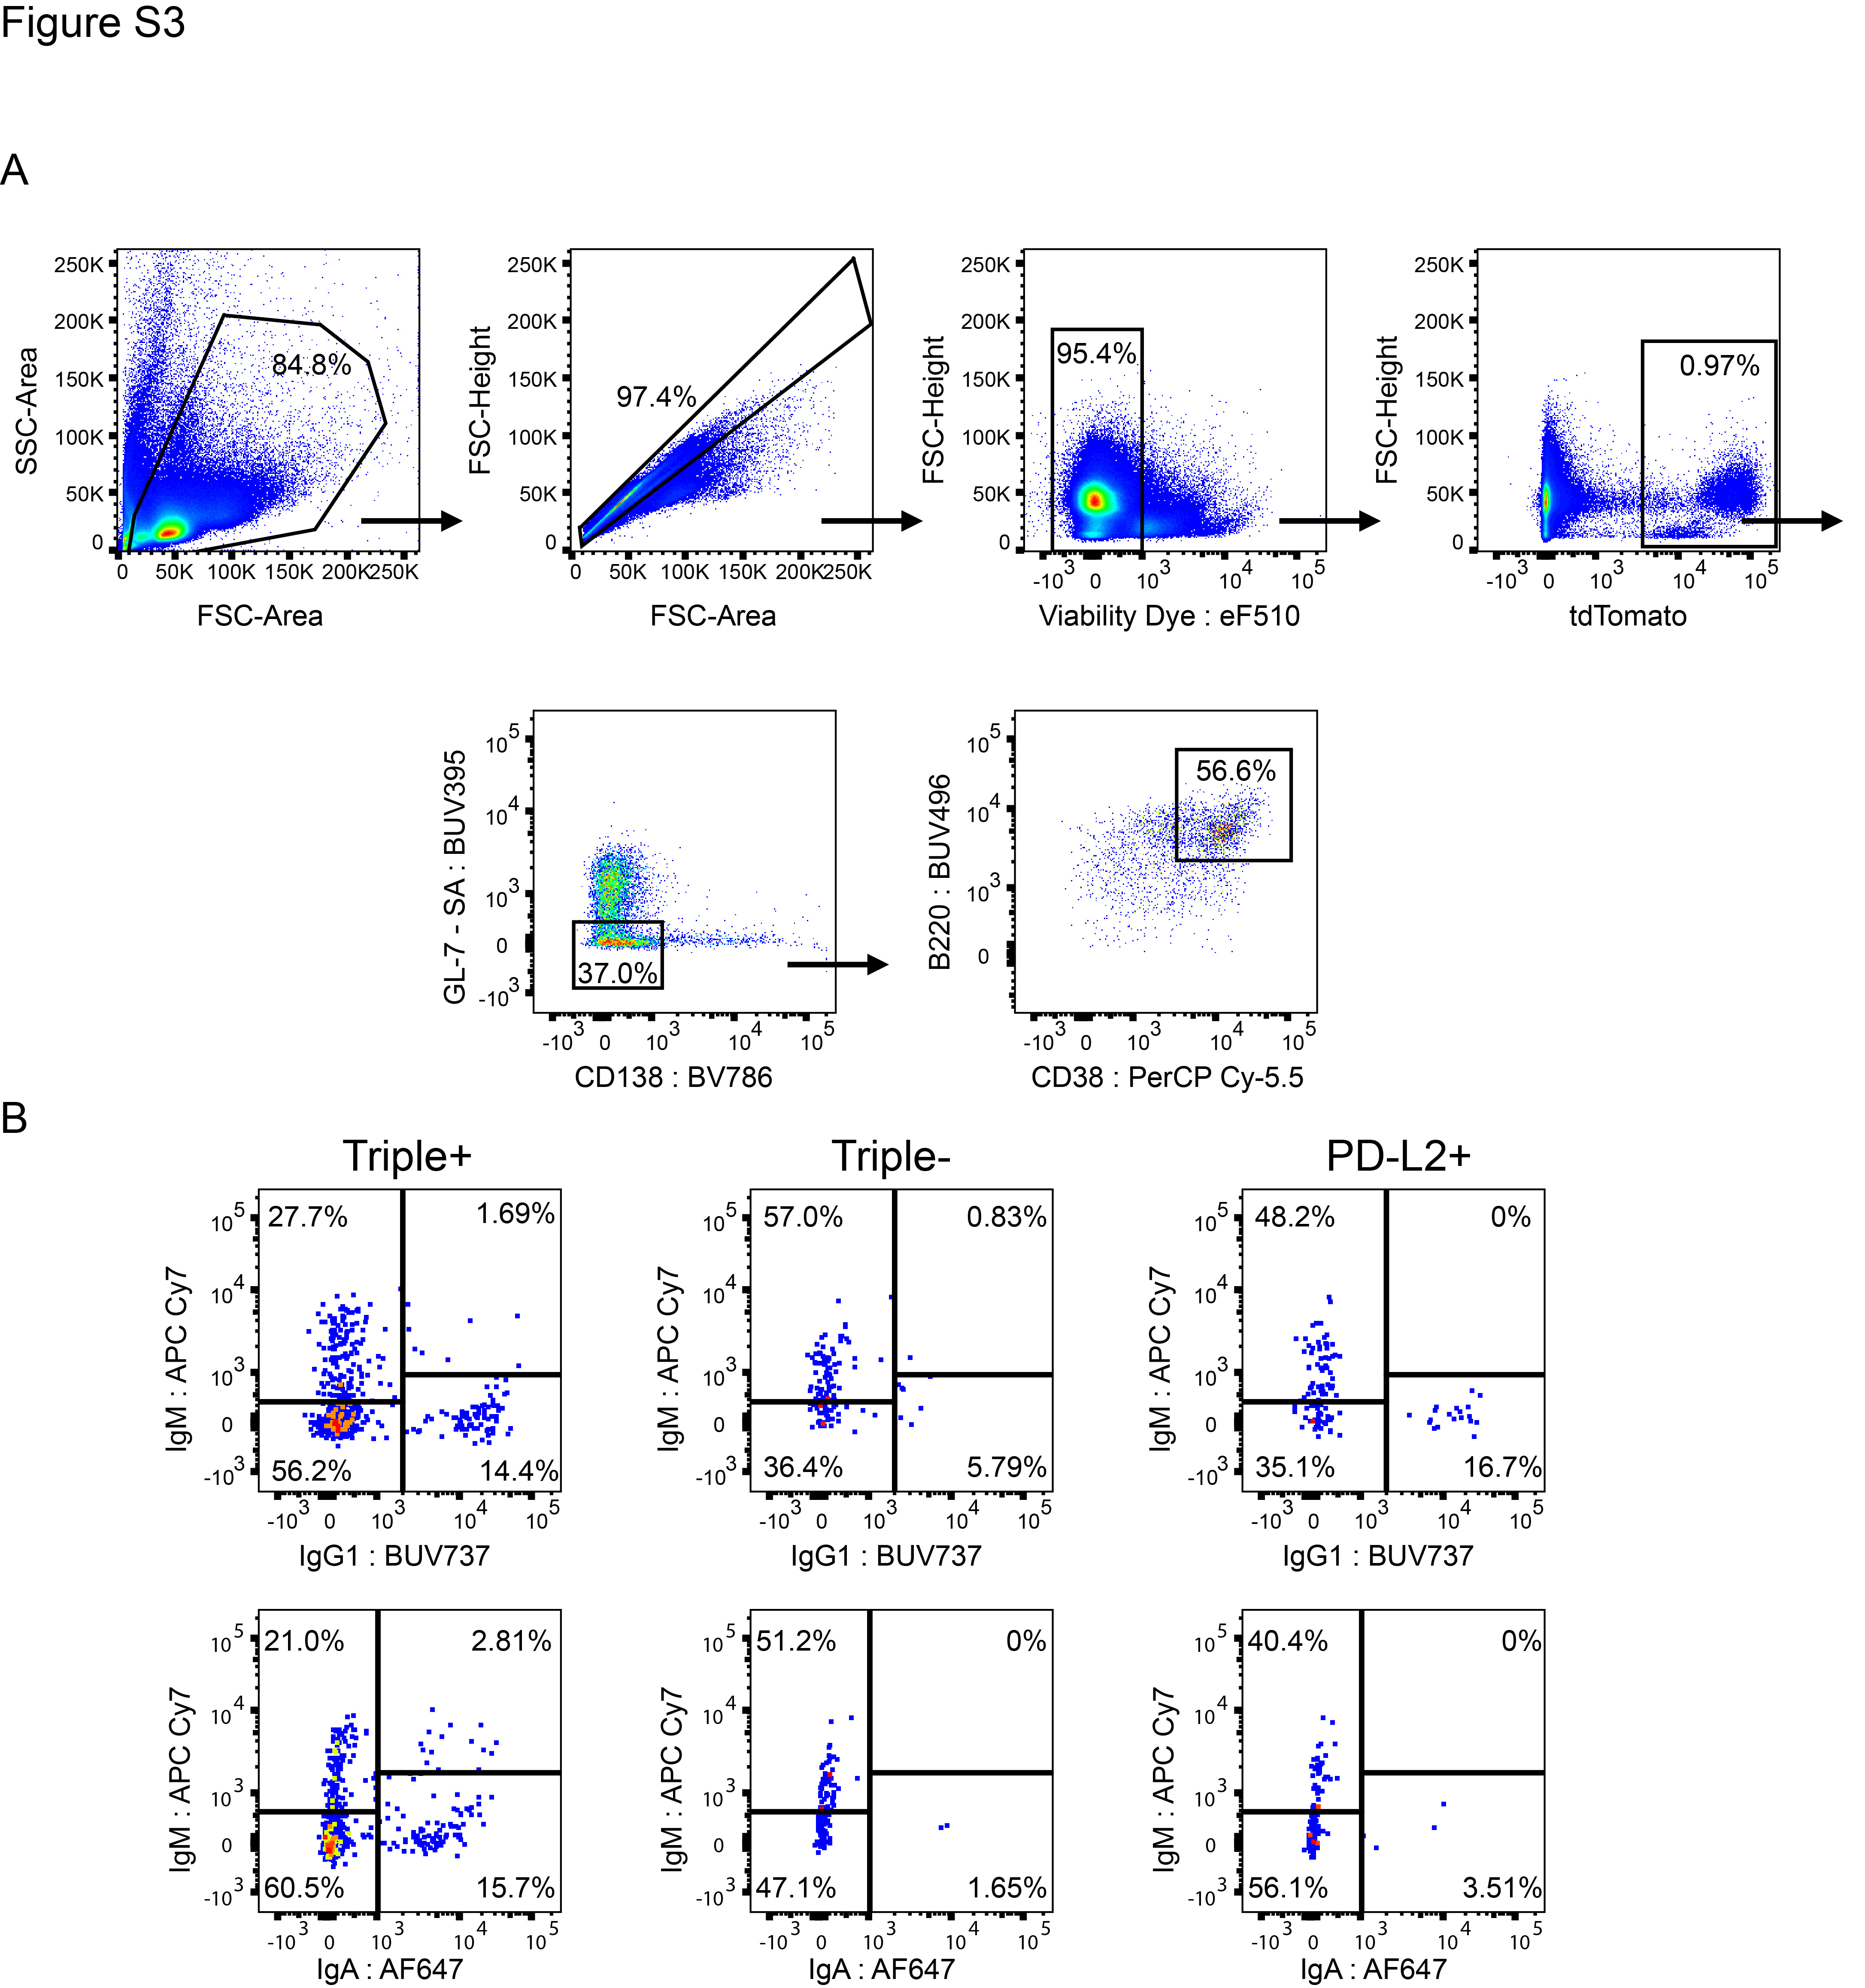

**Figure S3 (related to Fig. 3). Gating strategy for memory B cells.** (**A**) Exemplary gating for memory B cells. (**B**) Exemplary gating for IgA, IgG1 and IgM on memory B cells subsets. Representative plots are from mesenteric lymph nodes of an infected mouse on day 39 after primary *N. brasiliensis* infection.

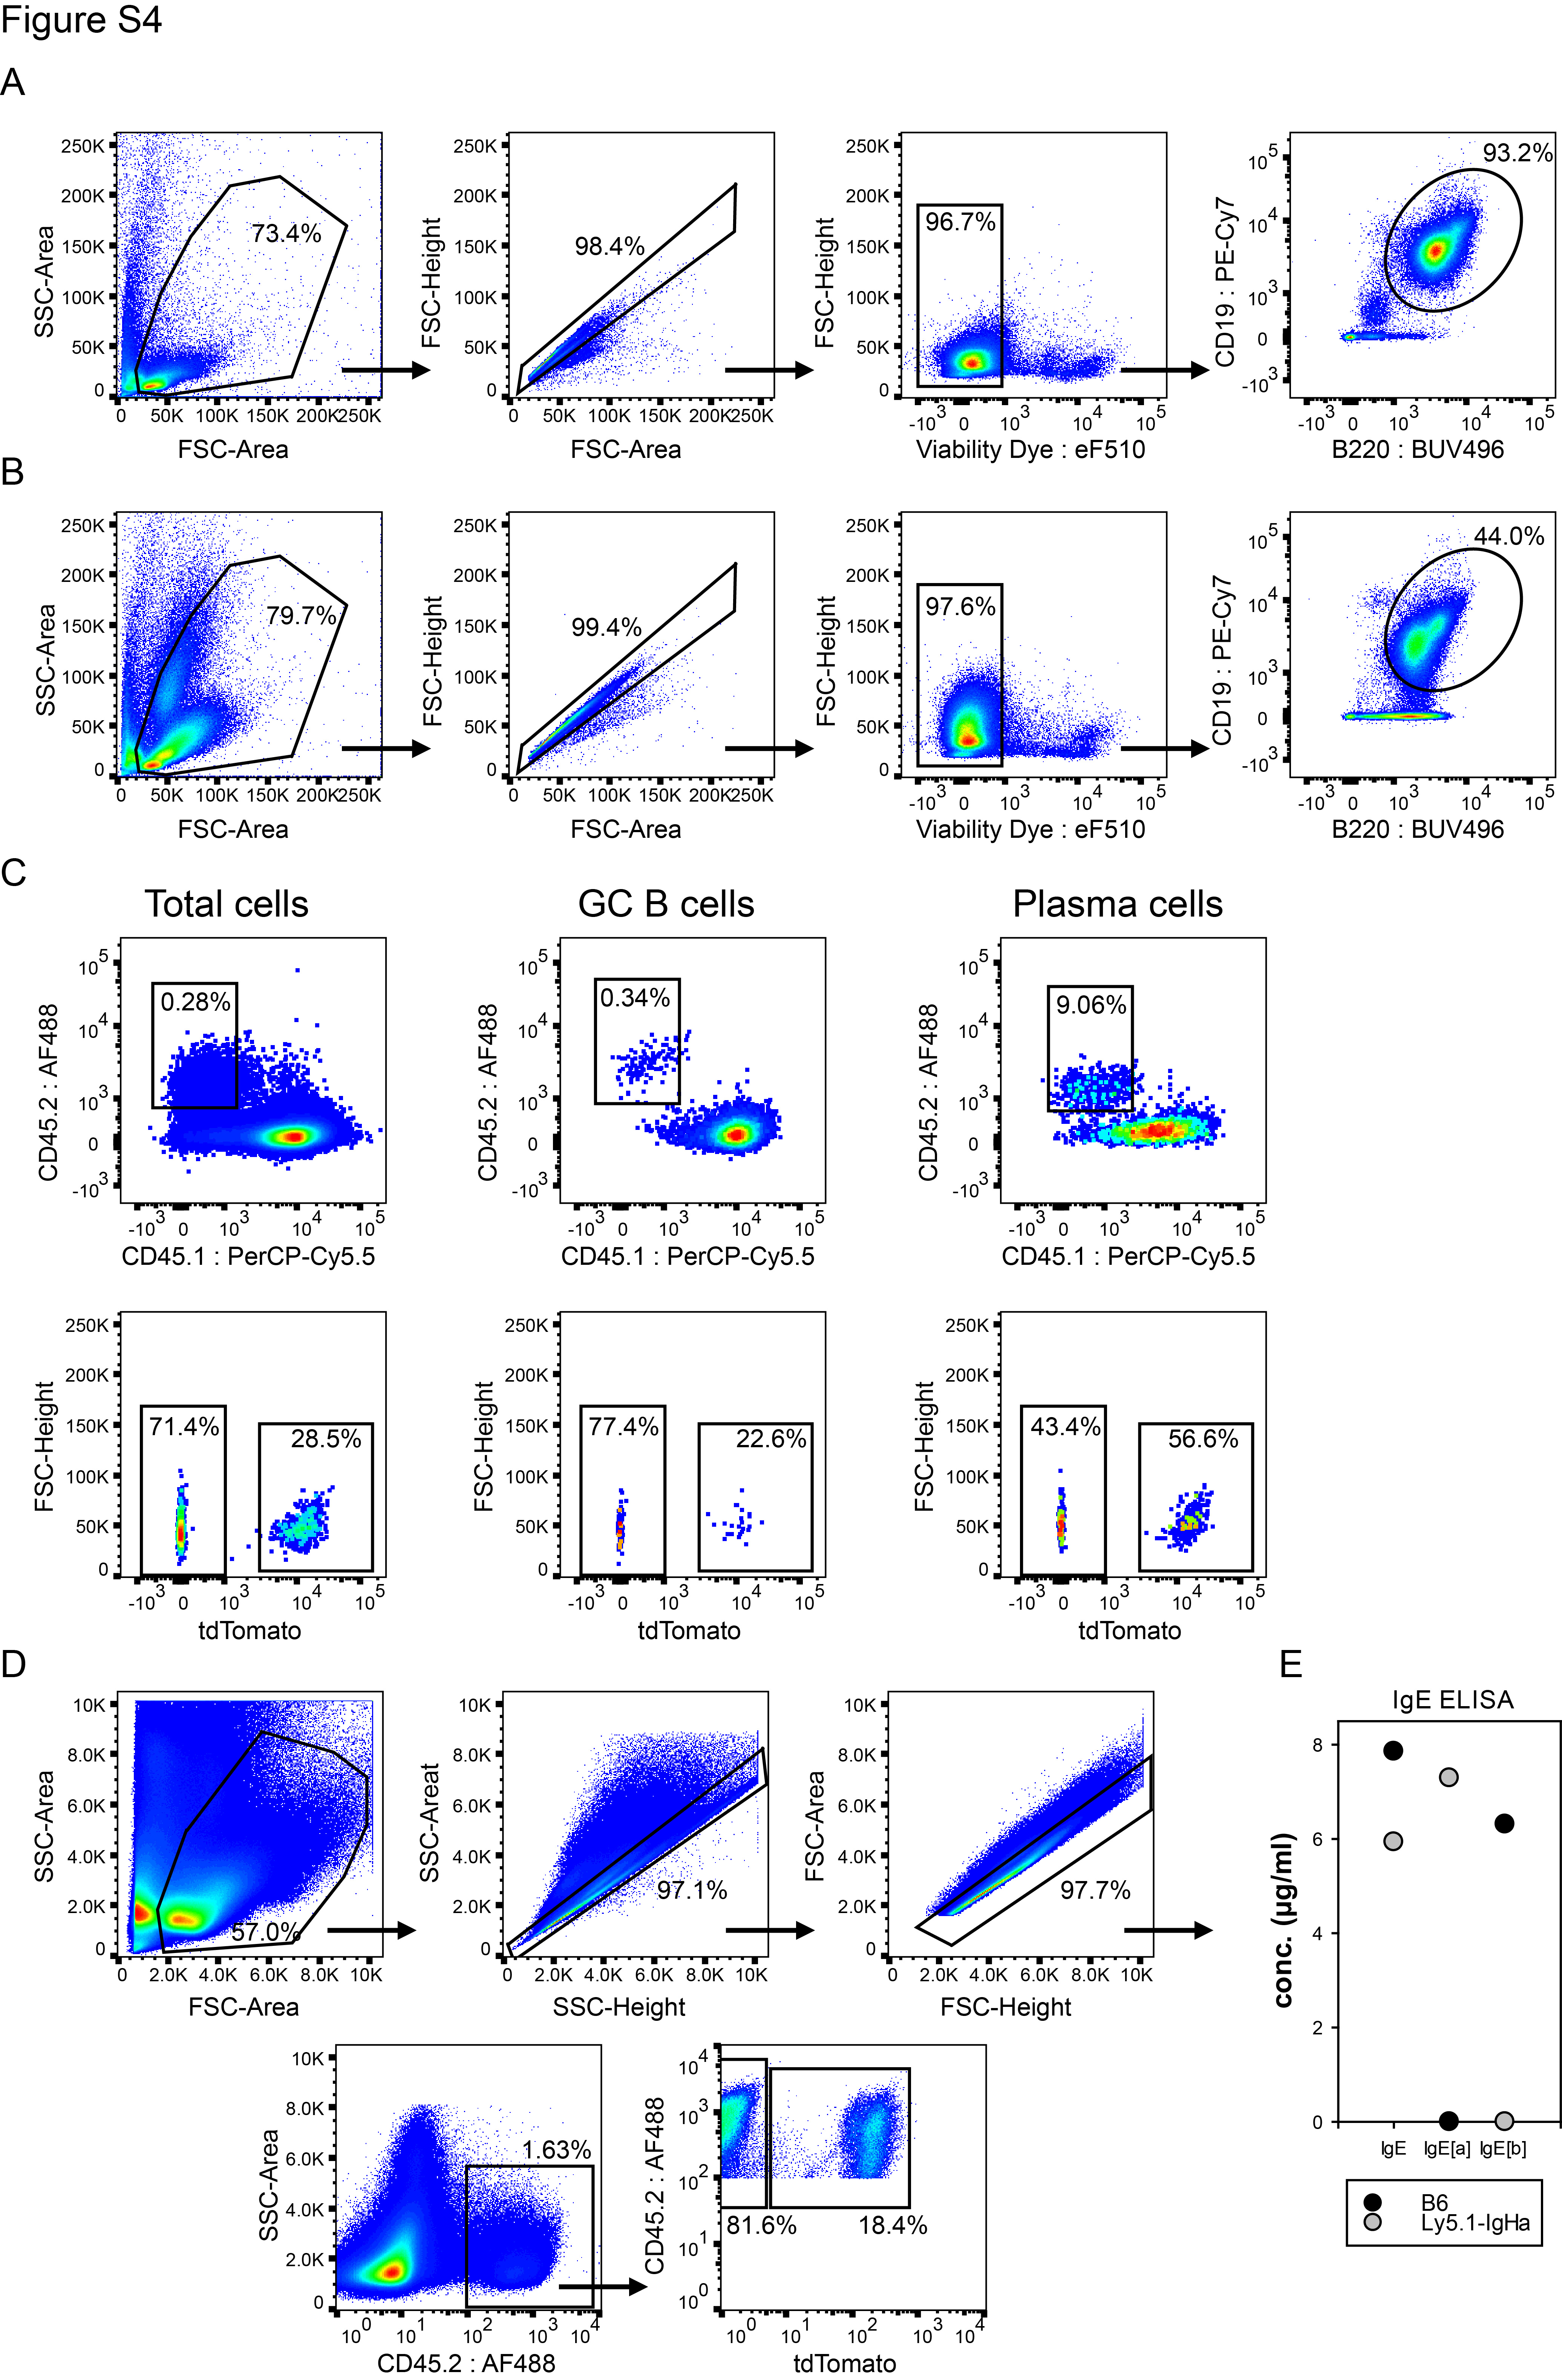

**Figure S4 (related to Fig. 4). Gating strategy for adoptive transfer.** (**A**, **B**) Purity after magnetic cell enrichment from mesenteric lymph nodes (**A**) and bone marrow (**B**). (**C**) Identification of CD45.2^+^FM^+^ (tdTomato^+^) cells after transfer in total cells, GC B cells and plasma cells. (**D**) Exemplary gating for sorting of CD45.2^+^FM^+^ (tdTomato^+^) cells after transfer for sequencing. Representative plots are shown. (**E**) Controls for IgE^a^ and IgE^b^ allotype specific ELISA. Serum from wildtype B6 or Ly5.1-IgH^a^ mouse were collected on day 10 after primary *N. brasiliensis* infection.

How the deposited data were processed for this re-analysis (not part of the article)

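Immunoglobulin heavy chain sequences were taken from 26 libraries that the authors deposited: FM+ and FM- cells of infected and naive donors, derived from mes-LN or BM, before transfer and from mes-LN or BM of the recipient mice after transfer, and controls of 5000 and 50000 mes-LN cells of infected C57BL/6 mice. The 6 libraries of FM+ cells of infected donors were compared beside the paper's statements on Figure 5. The other libraries served there to find shared molecules, junctions and reads, and are compared on their own only in the additional observations.

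The names of the deposited tables list quality filtering, grouping by UMI, a step abbreviated norm, IgBLAST alignment, selection of productive sequences, clone assignment and germline reconstruction. What the step abbreviated norm does is not given in the sources used here. The tables hold sequences with their assignments. The number at the end of each sequence identifier was taken as the number of reads per UMI. The tables held 995261 sequences, between 59 and 189975 per library with a median of 12198. Before transfer, 8 libraries had a median of 103350 sequences and 1.89 reads per sequence. After transfer, 16 libraries had a median of 3632 sequences and 20.3 reads per sequence.

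Mutations were counted with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Each entry counted as 1 sequence. A mutated nucleotide was a replacement if, on its own in the germline codon, it changed the amino acid. Changes to stop codons were not counted. The counting was tested on 5059 simulated sequences made from the germlines of the 26 libraries, of which 100% were recovered. Each simulated codon had at most 1 mutation, and the germline and the counting rule were the same. This checks the code only, and not wrong germline calls, several mutations in a codon or sequencing errors. Sequences with at least 5 replacement mutations were called highly mutated. Shares have 95% Wilson intervals, differences have Newcombe intervals, and a count of 0 was given an upper limit of 3 counts of the total. The smallest library had 59 sequences, in which a count of 0 allows a share of up to 5.08%. Each condition is 1 pooled library, so no p-values between conditions were calculated. IgE shares were compared where a library had at least 10 IgE sequences.

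The isotype was taken from the tables and checked on the first 12 constant-region bases, with at most 2 mismatches and an offset of up to 8 bases, against the transcripts of GENCODE M21 (GRCm38). IgG subclasses were read from the first 30 constant-region bases with at most 3 mismatches. Named clones are the largest IgM and IgG clones in each of the 6 libraries. In BM after transfer of BM-derived cells all IgM and IgG clones had 1 sequence, so none was named. IGHV9-4 junctions across libraries and V genes of the S series were singled out after their values were seen.

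Alternatives set before the data were examined were: the V segment only, changed amino acids, all nucleotide mutations, weighting by reads, identical sequences collapsed, each clone once, at least 2 reads, junctions found in other donors left out, and cut-offs of 3 and 8. For clones found before and after transfer, they were identical junction nucleotides, up to 10% junction differences, and at least 3 sequences in both libraries. Alternatives chosen after seeing the data were: the first 27 positions not counted, UMIs 1 base from a UMI of at least 10 reads left out, the constant region matching the isotype, IgG1 only, sequences with more reads in other donors left out, and V genes of the S series left out. Leaving out junctions found in other donors also removed sequences with fewer reads there. Counting each clone once took the median of its sequences. Molecules with the same UMI of 24 bases, isotype and junction in different libraries were counted as shared.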

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

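The tests of shared molecules, of IGHV9-4 rearrangements and of V gene calls in BM after transfer were chosen only after the results were seen. The test of constant-region bases was changed after its first result, by requiring 10 sequences and adding IgA. Also chosen afterwards were the alternatives that leave out UMIs 1 base from a deep UMI and sequences with more reads in other donors.

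In mes-LN after transfer, the highly mutated share of IgM differed from that before transfer by 0.509 percentage points in mes-LN-derived cells and by -3.63 in BM-derived cells. Opposite signs in the donor organs drew attention to this result, the difference between them was not tested, and the former is within counting error. Without UMIs 1 base from a deep UMI both differences were below 0, at -4.84 and -6.84. With at least 2 reads they were -5.60 and -10.1. Other alternatives put both above 0: 13.7 and 5.18 with identical sequences collapsed, 31.5 and 13.9 with each clone once, and 1.07 and 1.46 with a cut-off of 8. Counting each clone once left 65 and 14 clones after transfer. Errors in UMIs and in sequences built from 1 read may account for the opposite signs, but equal signs are not specific to such errors. The donor organ stays open as a biological explanation, untested with 1 pool per condition.

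Libraries shared molecules that the paper does not report on. The mes-LN-derived FM+ library of infected donors before transfer shared 40079 molecules with the BM-derived FM- library of naive donors. Of 24 libraries of the transfer experiment, 22 had a reciprocal partner, which made 11 pairs. Those without were BM-derived FM+ cells of infected donors in BM and mes-LN-derived FM+ cells of naive donors in mes-LN. They shared 11 molecules, 18.6% of those of the former, with medians of 1 and 96 reads. The latter also shared 11 with another library, so this tie left them unpaired, not a lack of shared molecules. The libraries of each pair came from different donor treatments and different donor organs at the same stage. The pairs shared 66 to 40079 molecules, whereas the other 314 pairs had a median of 0, and 205 of them shared none. In the pair with 40079 molecules, 88.7% of the mes-LN-derived FM+ sequences had their junction in the partner and at most 34.3% in any other library. Junctions that many mice form independently do not account for this pair. In mes-LN after transfer of FM+ cells of infected donors the contrast was weaker, so junctions argue less strongly there. It was 90.7% against 74.0% for mes-LN-derived and 85.6% against 72.8% for BM-derived cells. A swap of 2 labels would leave each molecule in 1 library, which the shared molecules in all 11 pairs argue against. A candidate explanation is that molecules of 1 library were also read under the index of another. After transfer, the mes-LN-derived library from mes-LN had a median of 25 reads per shared molecule and its partner 1. Before transfer the medians of the pair with 40079 molecules were 2 and 1, so the reads do not show from which library those molecules came. The step at which this arose was not tested, and the design gives no biological explanation for identical UMIs.

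In BM after transfer of mes-LN-derived FM+ cells, 450 of 1272 sequences (35.4%, 32.8 to 38.0) were assigned to V genes of the S series, 449 of them to IGHV10S3, compared to 0 of 6736 and 1 of 13251 sequences in the C57BL/6 controls and at most 0.0342% before transfer. In the library that shares molecules with it, FM+ cells from mes-LN after transfer of BM-derived cells of naive donors, the share was 17.2%. In the other libraries after transfer the share ranged from 0 to 12.6%. The latter was in BM after transfer of mes-LN-derived FM- cells of naive donors, with 18.0% of its IgM. In BM after transfer of mes-LN-derived FM+ cells of infected donors it was a signal in IgA, which held 441 of the 450, with 1 in IgM and 0 in IgG. In this library, IgA sequences with these genes had 2.54 replacement mutations on average and other IgA sequences 7.77, a difference of -5.23. All 441 belonged to 1 clone, and mutations were counted against the V gene that was called, so this test does not decide on wrong V gene calls. Across 16 pairs of library and isotype after transfer, sequences with these genes had more mutations in 12 and fewer in 4. In the C57BL/6 controls, IgA had means of 6.52 and 6.79 replacement mutations, with 0 and 1 such calls. For these controls, the values argue against calls made only because a sequence was highly mutated. Wrong calls with another cause stay open. Sequences of the IgH a recipients might contribute. The largest difference at any of 45 constant-region positions was 0.876 percentage points, but whether the allotypes differ at these positions is not given in the sources used here, so recipient and donor sequences cannot be told apart by this test.

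Of the 91 IgE-labelled sequences of mes-LN-derived FM+ cells before transfer, 51 began with the IgA constant region. Over the 8 libraries before transfer, 160 of 178 such sequences (89.9%, 84.6 to 93.5) had an IgA sequence with the same V gene, J gene and junction in their library, but 0 of the 1133 that began with IgE. This contrast did not hold in every library after transfer, where 92 of 106 sequences beginning with IgE in mes-LN after transfer of mes-LN-derived FM- cells of naive donors, and 11 of 13 in BM after transfer of BM-derived FM- cells of infected donors, had such an IgA sequence. Before transfer, the 89.9% is consistent with the IgE primer annealing to IgA transcripts. IgE values before transfer that use the labels may thus partly measure IgA. No biological explanation was tested.

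IGHV9-4 with junctions of the form CARYWxMDYW, where x is any amino acid, made up 40.1% of the sequences in mes-LN after transfer of mes-LN-derived FM+ cells (39.2 to 41.0) and 46.1% after transfer of BM-derived cells (43.6 to 48.6), but 0 of 6736 and 0 of 13251 in the C57BL/6 controls, and 0.0426% and 0.0871% before transfer. The paper does not discuss single clones. In naive donors, 41.1% of the FM+ sequences in BM after transfer of BM-derived cells and 9.70% after transfer of mes-LN-derived cells had such junctions. These are the libraries that share molecules with the former 2, and each was led by the same rearrangement as its partner, so molecules read under another index are not excluded within the pairs. Different rearrangements led in libraries with over 100 such sequences, 4 in all. After transfer there were 3, each leading in 1 pair that shares molecules, so 1 source read in all libraries does not account for the pattern. The number of rearrangements with over 100 sequences in a library was also 4, largely the same clones and not a separate test. Expansion of such clones after re-challenge is a biological hypothesis from the same data. Sequences count transcripts and not cells, and the contribution of single PCs with much immunoglobulin mRNA was not tested.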

How the results depend on the processing

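Alternatives added only after the results were seen are named as such in the last 2 paragraphs. In all, 258 values of 30 results were computed under alternatives: 135 stayed within the interval or within 1.5 times of the count, 102 lay outside it without a change of sign, and 21 lay outside it with the other sign. Of the 135, 3 also had the other sign: for mes-LN-derived IgG in BM 1.58 with changed amino acids and 2.65 without the first 27 positions, and for BM-derived IgG in BM 5.39 with all nucleotide mutations. The cause of these changes was not tested unless stated. Differences are in percentage points, after minus before transfer.

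Counting changed amino acids kept all 20 values within their intervals. The IgG difference of BM-derived cells in mes-LN was below 0 under every alternative, between -42.5 and -16.6. Each of the other 7 differences had the other sign under at least 1 alternative. For BM-derived IgM in BM this was only the cut-off of 8, which 0 of 4 sequences reached.

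For mes-LN-derived IgM in mes-LN (0.509), the difference was -5.0 with all nucleotide mutations, -6.08 weighted by reads, -5.60 with at least 2 reads, -7.50 with a cut-off of 3, 13.7 with identical sequences collapsed, 31.5 with each clone once and 41.9 without junctions found in other donors. For IgG in mes-LN (-4.69), it was -0.954 with the V segment only, 0.115 with all nucleotide mutations, -14.9 weighted by reads, 11.2 collapsed, -10.3 with each clone once, -14.2 with at least 2 reads, 14.9 without junctions found in other donors and -1.15 with a cut-off of 8. For IgM in BM (27.4) it was -2.10 weighted by reads. For IgG in BM (-0.558) it was -6.74 with all nucleotide mutations, -12.2 weighted by reads, 3.89 collapsed, -11 with each clone once, -9.54 with at least 2 reads, 9.15 without junctions found in other donors and -7.74 with a cut-off of 3.

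For BM-derived IgM in mes-LN (-3.63), the difference was -12.3 with all nucleotide mutations, -11.2 weighted by reads, 5.18 collapsed, 13.9 with each clone once, -10.1 with at least 2 reads, 44.7 without junctions found in other donors, -19.8 with a cut-off of 3 and 1.46 with a cut-off of 8. For IgG in mes-LN (-34.2), it was -42.5 both weighted by reads and with at least 2 reads, -26.6 collapsed, -20.7 without junctions found in other donors, -39.7 with a cut-off of 3 and -16.6 with a cut-off of 8. In BM, IgM (38.3) became -3.15 with a cut-off of 8, which 0 of 4 sequences reached. IgG in BM (-11.7) became 38.6 without junctions found in other donors, with 2 sequences left. No sequence in BM after transfer of BM-derived cells had 2 reads in IgM or IgG, so that alternative gave no value there.

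The unmutated share of mes-LN-derived IgM before transfer (31.7%) was 37.2% in the V segment, 18.5% with all nucleotide mutations, 34.1% weighted by reads, 19.6% collapsed, 24.6% with each clone once, 33.5% with at least 2 reads and 23.8% without junctions found in other donors. In mes-LN after transfer (60.1%) it was 55.9% with all nucleotide mutations, 83.4% weighted by reads, 10.6% collapsed, 9.23% with each clone once, 80.5% with at least 2 reads and 4.08% without junctions found in other donors. In BM (18.2%) it was 4.55% with all nucleotide mutations, 2.21% weighted by reads and 0% with at least 2 reads. For mes-LN-derived IgG before transfer (5.08%) it was 6.24% in the V segment, 1.50% with all nucleotide mutations, 3.87% collapsed and 3.36% with each clone once. In mes-LN (12.2%) it was 6.10% with all nucleotide mutations, 15.3% weighted by reads, 3.58% collapsed, 6.32% with each clone once, 15.9% with at least 2 reads and 1.83% without junctions found in other donors. In BM (5.71%) it was 2.95%, 9.27%, 1.68%, 9.63% and 1.22% with all nucleotide mutations, weighted by reads, collapsed, with at least 2 reads and without junctions found in other donors.

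For BM-derived IgM before transfer (19.3%), the unmutated share was 23.4% in the V segment and 7.17% with all nucleotide mutations. In mes-LN (56.8%) it was 0.558% with all nucleotide mutations, 95% weighted by reads, 13.8% collapsed, 21.4% with each clone once, 87.9% with at least 2 reads and 5.36% without junctions found in other donors. For IgG before transfer (4.69%) it was 7.47% in the V segment, 1.30% with all nucleotide mutations, 3.86% collapsed, 3.19% with each clone once and 2.64% without junctions found in other donors. In mes-LN (31.8%) it was 3.01% with all nucleotide mutations, 48.2% weighted by reads, 10.6% collapsed, 12.9% with each clone once, 42.0% with at least 2 reads and 8.64% without junctions found in other donors.

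With at least 2 reads, 48 of the 91 and 141 of the 251 IgE sequences of mes-LN-derived cells were left before transfer and in mes-LN, and 5 of 11 and 10 of 31 of BM-derived cells. With identical sequences collapsed, 155 of 251 were left. Without junctions found in other donors, 14, 33, 5 and 12 were left. Clones found before and after transfer numbered 5 and not 2 for mes-LN-derived cells in BM when up to 10% of junction nucleotides could differ. With at least 3 sequences in both libraries they fell from 15 to 4 and from 2 to 0 for mes-LN-derived cells in mes-LN and BM, and from 11 to 2 and from 7 to 0 for BM-derived cells, because fewer clones qualify.

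After seeing the data, UMIs 1 base from a deep UMI were left out. Few sequences were removed before transfer, where deep UMIs are rare. For mes-LN-derived IgM, 25970 of 26024 sequences were left before transfer and 2872 of 4879 in mes-LN after transfer. In mes-LN, leaving these UMIs out gave -4.84 for IgM and -14.1 for IgG of mes-LN-derived cells, and -6.84 and -40.9 for BM-derived cells. For mes-LN-derived IgG in BM it gave -13.1, and 131 and 9 IgE sequences were left in mes-LN after transfer of mes-LN-derived and BM-derived cells. Without the first 27 positions, the differences in mes-LN were 2.18 for IgM and -7.58 for IgG of mes-LN-derived cells, and 0.162 and -29.2 for BM-derived cells.

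Also after seeing the data, IgG1 alone gave -13 in mes-LN and -8.17 in BM for mes-LN-derived cells, and -39.7 in mes-LN for BM-derived cells. Without sequences with more reads in other donors, IgG gave 4.66 and 5.48 for mes-LN-derived cells in mes-LN and BM, and -40.9 and 41.6 for BM-derived cells, the last with 2 sequences left. Requiring the constant region to match left 23 of 91 and 6 of 11 IgE sequences before transfer. Leaving out V genes of the S series kept all 8 differences within their intervals. Depth limited BM after transfer most, where IgM rested on 22 and 4 sequences.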

Differences from the paper's values

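No test chosen after a result was seen was used for the unmutated shares. Of 12 shares of unmutated sequences read from Fig. 5, 11 were within 1.5 times of the values calculated here. The value for IgG of BM-derived cells in mes-LN after transfer was 31.8%, whereas the paper's value is about 18% in Fig. 5B, read by eye. Of the 8 alternatives set before the data were examined, 1 brought the values within 1.5 times of each other, counting each clone once, at 12.9%. The other 7 did not: 33.5% in the V segment, 31.8% with changed amino acids, 3.01% with all nucleotide mutations, 48.2% weighted by reads, 10.6% with identical sequences collapsed, 42.0% with at least 2 reads and 8.64% without junctions found in other donors. Counting each clone once moved other shares away from the paper's values. Unmutated IgM in mes-LN became 9.23% for mes-LN-derived and 21.4% for BM-derived cells, against about 55% and 53% in Fig. 5.

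The step size of the curves in Figure 5, read by eye after the tables were seen, gives about 31 IgM sequences in BM after transfer of mes-LN-derived cells and 7 IgG sequences in BM after transfer of BM-derived cells, whereas the tables hold 22 and 5. For IgM in BM after transfer of BM-derived cells, both give 4. The tables used here are thus not shown to be the set plotted there.

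The paper states that mes-LN-derived cells showed no clear rise of replacement mutations for IgM, IgG and IgE. In mes-LN the differences in the highly mutated share were 0.509 for IgM, -4.69 for IgG and -19.9 for IgE, and in BM -0.558 for IgG, none of them a rise beyond counting error. With the alternatives included, 11 of 16 values for IgM in mes-LN and 4 of 17 for IgG were above 0. They reached 41.9 and 14.9 without junctions found in other donors, both with intervals above 0. That alternative left 245 of 4879 IgM and 602 of 6512 IgG sequences after transfer. It removed most of the largest IgM clone, of which 96.3% had their junction in other donors but 0.233% had more reads there. With at least 2 reads the differences were -5.60 and -14.2, so the values of 41.9 and 14.9 do not show a rise. Among sequences that began with the IgE constant region, the shares before and after transfer were 26.1% and 25.9%. The share of IgM in BM rose by 27.4 percentage points (10.8 to 48.1), with 22 sequences after transfer. For BM-derived cells, the paper states a decrease of highly mutated IgM and IgG. The differences were -3.63 and -34.2 in mes-LN and -11.7 for IgG in BM, the last within counting error, whereas IgM in BM gave 38.3 (3.28 to 73.3) with 4 sequences. With a cut-off of 8, 0 of the 4 sequences qualified, so the difference of -3.15 (-3.43 to 45.8) shows no reversal. Weighted by reads, the difference of mes-LN-derived IgM in BM was -2.10, the only 1 of 16 values below 0.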

Other observations

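The test of expanded clones was chosen only after the result was seen, as were the reading of the test of UMI errors and the alternatives with IgG1 only, without sequences with more reads in other donors and without UMIs 1 base from a deep UMI.

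In mes-LN after transfer of mes-LN-derived cells, 19.5% of 1989 IgM sequences with 1 read were highly mutated (17.8 to 21.3), but 2.53% of 2890 sequences with at least 2 reads (2.01 to 3.16). Leaving out UMIs 1 base from a UMI of at least 10 reads lowered the share of all IgM from 9.43% to 4.07% (3.41 to 4.86), which lay between the outcomes set for this test. It is still above the share with at least 2 reads, and the reading that errors in UMIs do not account for all of it was set after the value was seen. Sequences with 1 read whose UMI was not near a deep UMI had a share of 36.1% (60 of 166). Within the largest IgM clone, sequences with 1 read had 1.06 mutations per 100 bases in V(D)J and 0.557 mismatches per 100 bases in the constant region, compared to 0.137 and 0.0584 with at least 2 reads. The excess in the constant region was 53.9% of that in V(D)J. Errors in sequences built from 1 read are thus a candidate explanation for a large part of the pattern. Reads per sequence differed between stages, so such errors could weigh more after transfer. No biological explanation was tested.

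The highly mutated share of IgG in mes-LN after transfer of BM-derived cells was 34.2 percentage points below that before transfer. The difference was -35.2 (each clone once), -40.9 (without sequences with more reads in other donors) and -39.7 (IgG1 only), each with an interval below 0. Without junctions found in other donors it shrank to -20.7 (-31.5 to -8.98). Neither a few expanded clones, nor sequences from another library, nor another mixture of IgG subclasses thus accounts for all of it, and a part from another library stays open. A selection of less mutated cells after re-challenge could explain it and remains a hypothesis from 1 pool per condition. Recipient environment and donor organ were not tested apart.

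Outside Figure 5, FM- cells and cells of naive donors gave 24 differences after minus before transfer. For IgG, 10 of 12 lay below 0 with intervals that exclude 0 and none above. For IgM, 6 of 12 lay above 0 and 2 below with intervals that exclude 0. These differences are not independent, since each library before transfer was used for both organs and many libraries after transfer share molecules. The largest such number after transfer was 9979. It was shared by mes-LN-derived FM- cells of infected donors in mes-LN and BM-derived FM- cells of naive donors in BM. In FM- cells of infected donors, mes-LN-derived, the IgG share decreased by 37.0 percentage points in mes-LN, from 62.4% to 25.4%. In naive donors, FM+ IgG decreased by 26.2 in BM after transfer of mes-LN-derived cells and by 19.6 in BM after transfer of BM-derived cells. These libraries share molecules with the infected-donor FM+ libraries from mes-LN, where 79.6% and 93.4% of their sequences had their junction. Shared molecules had a median of 2 and 1 reads here and 48 and 25 there. Molecules of infected donors read under another index are thus not excluded.

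Among IgA sequences, which Figure 5 does not show, the highly mutated share of mes-LN-derived FM+ cells decreased by 24.8 percentage points in mes-LN, from 40.2% to 15.4%, and by 15.3 in BM, to 24.9%. In mes-LN, 289 of 493 sequences belonged to 1 clone. The value in BM rests on 441 of 663 sequences in 1 clone with a V gene of the S series, with a mean of 2.54 replacement mutations. The other 222 had a mean of 7.77, compared to 4.17 before transfer, and the mean of all IgA was 4.29. In BM-derived cells it decreased by 7.91 in mes-LN, although the mean rose from 5.55 to 6.02 replacement mutations, and the share rose by 20.5 in BM, where 43 of 49 sequences belonged to 1 clone. Of these IgA sequences, 69.1% before transfer, 51.6% in mes-LN and 42 of 49 in BM had more reads in libraries of other donors.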
